# The Endocannabinoid System Drives Eosinophil Infiltration During Eosinophilic Esophagitis

**DOI:** 10.1016/j.jcmgh.2025.101515

**Published:** 2025-04-11

**Authors:** Eva Gruden, Melanie Kienzl, Laura Danner, David Markus Kaspret, Anja Pammer, Dusica Ristic, Oliver Kindler, Alfred D. Doyle, Benjamin L. Wright, Ulrike Taschler, Dominique Thomas, Robert Gurke, Franziska Baumann-Durchschein, Julia Konrad, Andreas Blesl, Hansjörg Schlager, Thomas Bärnthaler, Julia Kargl, Rudolf Schicho

**Keywords:** Eosinophilic Esophagitis, Endocannabinoid System, Monoacylglycerol (Monoglyceride) Lipase, 2-Arachidonoylglycerol, Esophageal Epithelial Cells, Cannabinoid Receptors

## Abstract

**Background and Aims:**

Eosinophilic esophagitis (EoE) is a chronic, inflammatory, and antigen-driven disease of the esophagus. Total transcriptome data revealed alterations in the endocannabinoid system, in particular, down-regulation of monoacylglycerol lipase (MGL) in biopsies of patients with active EoE. We investigated the consequence of MGL down-regulation in mucosal biopsies of patients, and its implications for EoE development, such as recruitment of eosinophils.

**Methods:**

Levels of MGL substrate 2-arachidonoylglycerol, MGL enzyme activity, and MGL colocalization with epithelial cells were determined in mucosal esophageal biopsies of patients with EoE. Supernatant of human primary esophageal epithelial cells was used to determine eosinophil migration and activation. An inducible mouse model of EoE was used to test MGL inhibition and cannabinoid (CB) receptor antagonism in vivo.

**Results:**

MGL expression in esophageal epithelial cells from patients with active EoE is decreased, whereas 2-arachidonoylglycerol is increased compared with control subjects. Inhibition of MGL in epithelial cells leads to a proinflammatory phenotype capable of attracting eosinophils via CB_2_. Similarly, the EoE mouse model indicates that absence of MGL results in higher eosinophil infiltration. Targeting CB_2_ reduced the number of infiltrating eosinophils in the esophagi of mice.

**Conclusions:**

This study is the first of its kind to investigate the involvement of altered expression of endocannabinoid system components in EoE, and partly explains recent findings of more inflammatory features post EoE-treatment in cannabis users. Our findings could pave the way for research into alternative treatment options for EoE and call for caution regarding the use of cannabinoids in EoE.

**Summary**

This paper shows downregulation of monoacylglycerol lipase and upregulation of 2-AG in epithelial cells of esophageal mucosal biopsies from active eosinophilic esophagitis (EoE) patients. Moreover, 2-AG recruits eosinophils via cannabinoid receptor 2 indicating involvememt of the endocannabinoid system in EoE disease.

Eosinophilic esophagitis (EoE) is an increasingly prevalent chronic disease of the esophagus characterized by T-helper type 2 (T_H_2) cell inflammation, resulting in eosinophilic infiltration.^1^ Extensive research has previously established the crucial role of esophageal epithelial dysfunction in disease development.^2^ The epithelium was also described as the target of the most prominent type 2 cytokine involved in EoE pathogenesis, interleukin (IL)13, which leads to barrier disruption, decreased differentiation, tissue remodeling, and eosinophil recruitment.^3^

The endocannabinoid system (ECS) is a network of receptors, endocannabinoids, such as 2-arachidonoylglycerol (2-AG), and enzymes that are involved in their synthesis and degradation (monoacylglycerol lipase [MGL]), and have long been considered pivotal in maintaining intestinal homeostasis and gut barrier integrity.^4^ MGL is a serine hydrolase that degrades monoglycerides, and its deletion or pharmacologic blockade results in higher levels of its substrate 2-AG.^5^^,^^6^ Thus, higher levels of 2-AG are bioavailable and capable of binding to its receptors, cannabinoid receptor 1 (CB_1_) or cannabinoid receptor 2 (CB_2_). In this way, MGL, 2-AG, and the cannabinoid receptors are components of an axis participating in many physiological and pathophysiological processes.^5^ In the central nervous system, the MGL-2-AG-CB_2_ axis acts as a functional entity, and attenuates stress-related mechanisms^7^ and fear-conditioned analgesia.^8^ Its effects in diseases of the human gastrointestinal tract, and the interplay of its components at the cellular level are, however, less known.

Because of the specific effects of (endo)cannabinoids on cytokine production, cell migration, T-cell responses, cell proliferation, and apoptosis, components of the ECS are recognized today as important drug targets in diseases characterized by an inflammatory response.^9^^,^^10^ In particular, previous studies showed that the activation of CB_2_ potentiates human eosinophil and group 2 innate lymphoid cell (ILC2) responsiveness, and aggravates allergic responses in models of allergic (T_H_2) lung inflammation.^11^^,^^12^ Additionally, we and others have extensively described the role of the ECS in gastrointestinal diseases and the esophagus.^9^^,^^13^^,^^14^ However, to date, data on the effects of (endo)cannabinoids, specifically in the context of allergic diseases, remain controversial.^15^^,^^16^

With the reported incidence and prevalence of cannabis use among the adult population reaching an all-time high,^17^ it has become essential to understand its effect on EoE pathology. It was shown that an increasing fraction of the population (approximately 3.9%) consumes *Cannabis sativa* or its products either for medicinal or recreational use daily, whereas increasing instances of cannabis allergy have been reported.^18^ Importantly, a review by Buckley et al ^19^ summarized the common use of cannabis products for pain management in patients with IBD. In line with this, Δ^9^-THC (the psychoactive compound found in cannabis) is known to act, next to CB_1_, also as a CB_2_ agonist,^4^ which could potentiate inflammation in EoE. A recent study by Borinsky et al ^20^ identified that cannabis users initially present with milder endoscopic findings, but also exhibit greater inflammatory features on endoscopy posttreatment. Therefore, there remains an unmet need to investigate the involvement of the ECS in allergy and EoE. Herein, we aimed to characterize alterations of ECS member expression in EoE. We identified decreased gene and protein expression levels of MGL in esophageal epithelial cells of patients with active EoE, which led to increased levels of the endocannabinoid 2-AG that has the potential to recruit and activate human or mouse eosinophils via its action on CB_2_. Importantly, we demonstrate that targeting CB_2_ in a preclinical model of EoE has the potential to decrease eosinophilic infiltration.

## Results

### MGL Expression is Reduced During Active EoE

To assess potential changes in ECS expression levels, we first accessed publicly available total transcriptome datasets of active EoE and control patient biopsies (EGID express database).^21^ The genes related to the ECS (and other members of the "endocannabinoidome") and their differential fold-change of expression in active EoE are shown in Figure 1*A*. Most receptors considered part of the ECS were found to be differentially and significantly up-regulated in biopsies from patients with active EoE (Figure 1*A*). In contrast, enzymes of the ECS showed either up-regulation or down-regulation during active EoE (Figure 1*A*). The most prominent differentially regulated mRNA in active EoE was determined to be *MGLL*. Moreover, publicly available proteomic data confirmed reduced MGL transcript levels during active EoE inflammation (Figure 1*B*).^22^ The down-regulation of MGL showed a negative correlation with hematopoietic prostaglandin D_2_ synthase (which is reported to be increased during esophagus narrowing and in effector T_H_2 populations present in EoE) and a negative correlation with CCL26 (eotaxin-3) (Figure 1*C*).^23^, ^24^, ^25^

**Figure 1:**
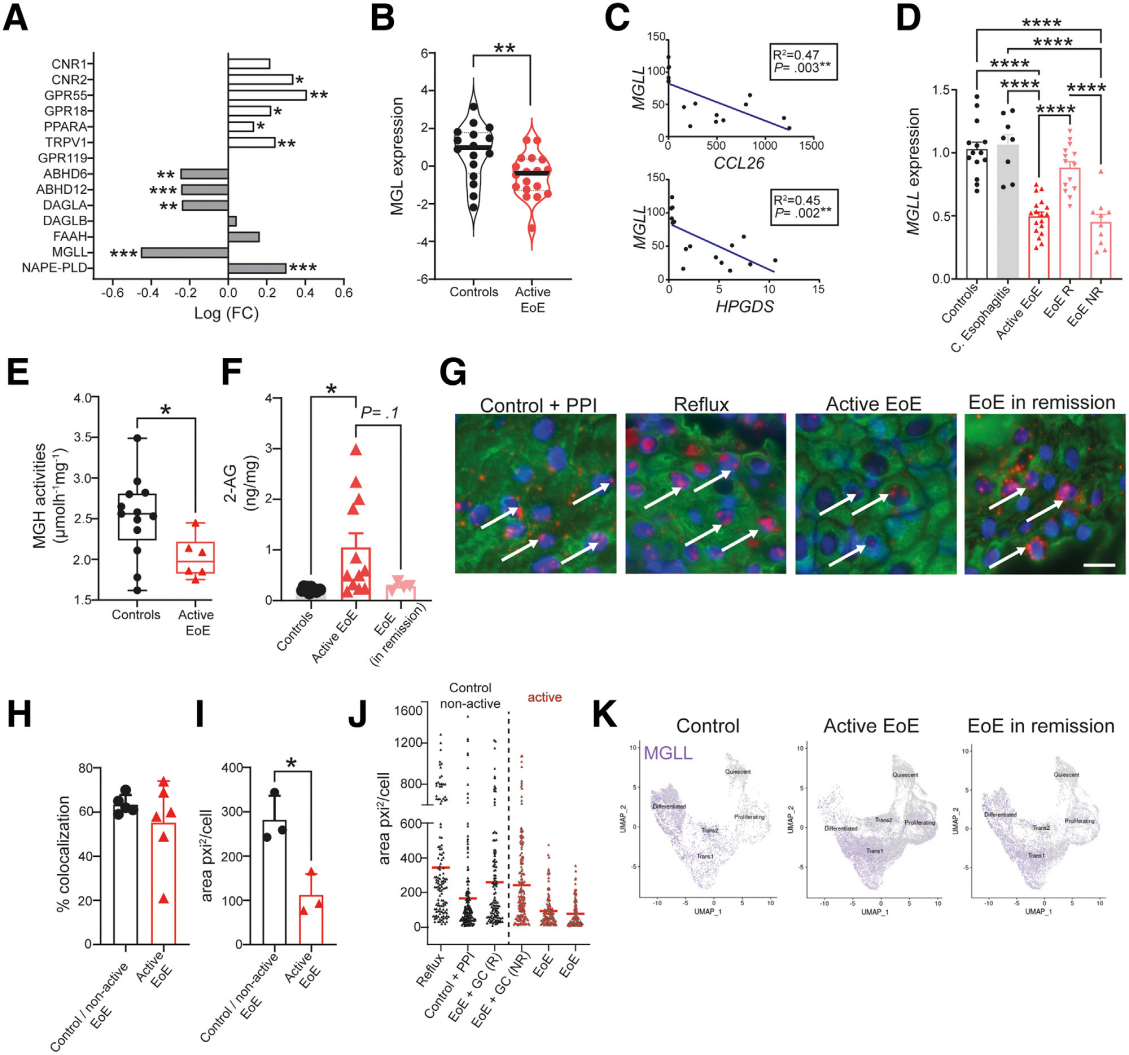
**MGL reduction in epithelial cells during active EoE leads to higher 2-AG levels.** (*A-D*) Publicly available datasets showing expression of ECS members. (*A*) Fold change of ECS gene expression and (*B*) protein expression of MGL in mucosal biopsies of patients with active EoE versus control subjects. (*C*) Correlation of MGLL (encodes MGL) with CCL26 (encodes eotaxin-3) or hematopoietic prostaglandin D_2_ synthase (HPGDS) in combined donor biopsies. (*D*) Gene expression levels of MGL in control subjects, chronic (*C*) esophagitis, and EoE patients, responsive (EoE R) or unresponsive (EoE NR) to corticosteroid treatment. (*E*) MGH activity measured as glycerol released from control and active EoE samples. (*F*) Levels of 2-AG in esophageal mucosal biopsies from patients with EoE and control subjects, as measured by liquid chromatography/mass spectrometry. Correlations were determined using Spearman correlation coefficient. (*G*) Representative micrographs of MGL mRNA ISH (*red*) colocalizing with cytokeratin-positive epithelial cells (*green*) in human esophageal mucosal biopsies (calibration bar: 20 μm). Cell nuclei labelled with DAPI (*blue*). (*H*) MGL mRNA colocalizing with epithelial cells. (*I*) Average area of MGL mRNA ISH signals/cell; mean + standard deviation, n = 3–6 sections/patient; 3 patients/group (active or nonactive EoE); all data evaluated by unpaired Student *t* test or 1-way analysis of variance. (*J*) ISH of MGL mRNA in human esophageal mucosal biopsies measured as area covered by MGL mRNA signals per cell (160–190 cells/patient; *dots* represent cells). Each column represents data from 1 representative individual patient. (*K*) UMAP analysis of different epithelial cell subsets expressing MGL mRNA (MGL gene: MGLL) acquired from EGID Express. Control + PPI, control subject on proton pump inhibitors; EoE + GC (R), patient with EoE responding to glucocorticoid treatment; EoE + GC (NR), patient with EoE not responding to glucocorticoid treatment. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, ∗∗∗∗*P* < .0001.

MGL reduction is a specific feature of acute EoE, but not of chronic esophagitis (Figure 1*D*).^26^^,^^27^ Finally, gene expression analysis indicated the recovery of MGLL expression in patients responding to corticosteroid treatment (Figure 1*D*; EoE R).^26^^,^^27^ We also performed monoglyceride hydrolase (MGH) activity assays and noted significant reduction in MGH activity in biopsies collected from patients with active EoE disease (Figure 1*E*). Importantly, reduced MGH activities correlated with the accumulation of 2-AG, and returned to normal levels (although not significantly) in patients that responded to corticosteroid treatment (EoE in remission) (Figure 1*F*).

### MGL Expression is Reduced in Epithelial Cells of Mucosal Biopsies from Patients with Active EoE

With previous studies highlighting the essential role of esophageal epithelium involvement in EoE pathology,^2^ we specifically investigated the expression levels of MGL mRNA in epithelial cells of the esophagus using an in situ hybridization (ISH) technique (Figure 1*G-J*). Representative images of MGL mRNA signals colocalized with cytokeratin-positive epithelial cells in esophageal mucosal biopsies from different patient groups are shown in Figure 1*G*. Although the percentage of epithelial cells colocalizing with MGL mRNA signals was not significantly altered in patients with active EoE versus control subjects (Figure 1*H*), the area covered by the MGL mRNA signals/cell was significantly reduced in the epithelial cells of active EoE mucosal biopsies (Figure 1*I*). We consistently observed smaller areas of MGL mRNA signals in epithelial cells from biopsies of patients with active EoE disease compared with the control and remission groups (Figure 1*J*). To pinpoint the subset of epithelial cells that could account for the loss of MGL mRNA signal, we analyzed publicly available single-cell sequencing datasets of esophageal epithelium in EoE (EGID Express). Rochman et al^28^ indicates a differentiation blockade or loss of differentiated cells in biopsies of active EoE disease. Moreover, we observed that differentiated cells represent a subset of epithelial cells with the highest MGL expression in control individuals (Figure 1*K*). Therefore, blockade or loss of differentiation in epithelial cells during active EoE could also contribute to the observed decrease in total MGL mRNA expression.

### Inhibition of MGL Expression and Activity in Human Primary Esophageal Epithelial Cells Leads to Increased Levels of Proinflammatory Mediators In Vitro

We next examined the potential outcomes of MGL inhibition in human primary esophageal epithelial cells. We first compared a commercially available immortalized esophageal epithelial cell line (Het-1a from ATCC) and epithelial cells isolated from human esophageal biopsies (H-6046 from Cell Biologics). We detected significantly higher MGL expression in the primary epithelial cells (Figure 2*A*). To mimic EoE conditions, we treated epithelial cells with IL-13 (100 ng/mL, 24 hours) and observed a significant decrease in MGL expression, compared with the vehicle-treated cells (Figure 2*B*). Similar observations of the down-regulation of MGL expression by IL-13 can be obtained from publicly available sequencing datasets of other esophageal epithelial cells, such as TE-7 and EPC2 (data not shown).^29^^,^^30^

**Figure 2:**
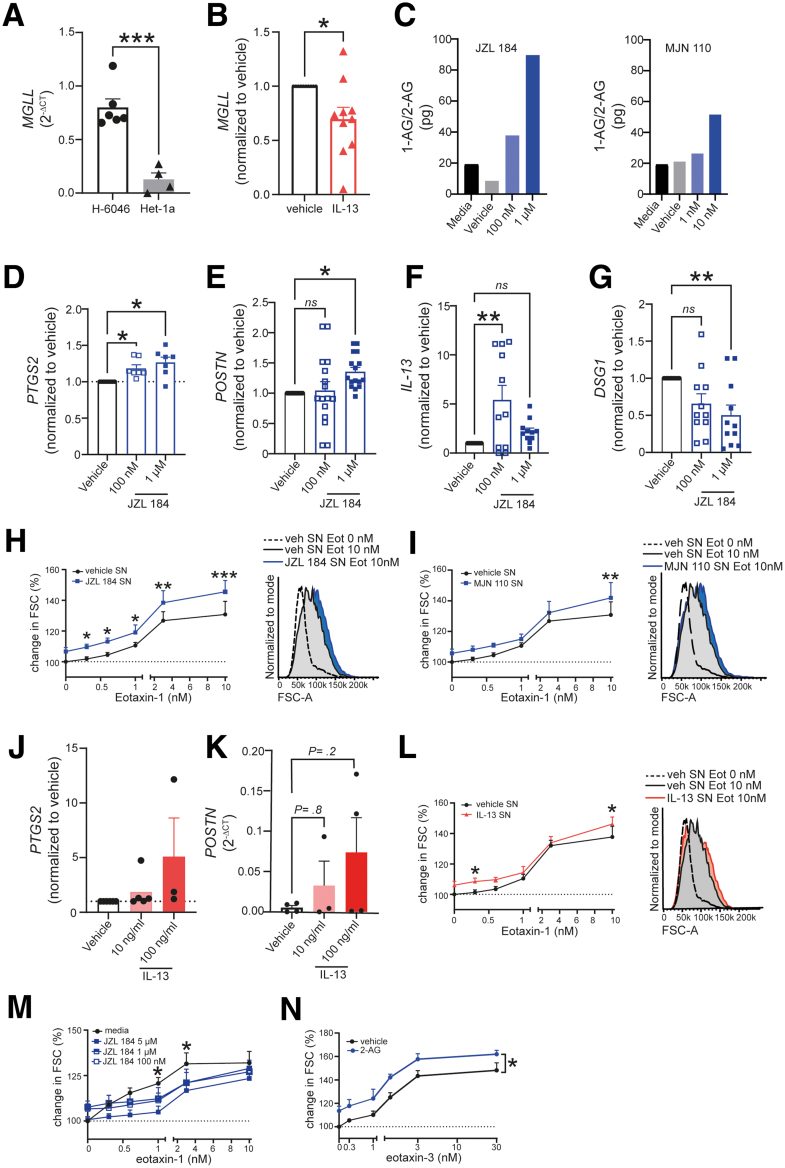
**In vitro inhibition of MGL leads to a proinflammatory phenotype in human primary esophageal epithelial cells (H-6046).** (*A*) MGL gene (MGLL) expression in primary esophageal epithelial cells (H-6046) and Het-1a cells. (*B*) Down-regulation of MGLL following 24 hours treatment with IL-13 (100 ng/mL) in H-6046 cells. n = 4-10. (*C*) Liquid chromatography/mass spectrometry measurements of 1-AG/2-AG in supernatants of epithelial cells treated for 24 hours with JZL 184 or MJN 110. (*D*) Gene expression of PTGS2 (encodes COX-2), (*E*) POSTN (encodes periostin), (*F*) IL-13, and (*G*) DSG1 (encodes desmoglein-1) following JZL 184 treatment for 24 hours; n = 7–14 cell passages of 3 different cell donors. (*H, I*) Size change of isolated human eosinophils following treatment with epithelial cell supernatants, and stimulation with eotaxin-1 (Eot). Representative histograms shown next to dose response curves. n = 5 eosinophil donors and supernatants of 5 different cell passages. (*J*) Gene expression of PTGS2 (COX-2) (normalized to vehicle control) and (*K*) POSTN (expressed as 2 ^-ΔCT^) following IL13 treatment for 24 hours; n = 3–5 cell passages of 3 different cell donors analyzed with 1-way analysis of variance. (*L*) Size change of isolated human eosinophils following treatment with epithelial cell supernatants (30 minutes RT) and stimulation with different concentrations of eotaxin-1. Representative FSC histograms of each experiment are shown next to eotaxin-1 dose response curves. n = 5 eosinophil donors and supernatants of 5 different cell passages. (*M*) Size change of isolated human eosinophils following treatment with JZL 184 in different concentrations (30 minutes, RT), and stimulation with different concentrations of eotaxin-1. n = 3 eosinophil donors. (*N*) Size change of isolated human eosinophils following treatment with 2-AG (1 μM, 30 minutes, RT), and stimulation with different concentrations of eotaxin-3. n = 3 eosinophil donors. Data analyzed by 1- or 2-way analysis of variance. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001; Eot, eotaxin; FCS, forward scatter; ns, nonsignificant, SN, supernatant.

Pharmacologic inhibition of MGL enzyme activity results in higher levels of 2-AG,^31^^,^^32^ which we also investigated in the supernatants of primary esophageal epithelial cells (H-6046). We observed that treating the cells with 2 different MGL inhibitors (MJN 110 and JZL 184) led to higher levels of 1-AG and 2-AG in supernatants (Figure 2*C*). It is known that 2-AG rapidly isomerizes to 1-AG at room temperature (RT), which is the more stable isomer. However, it is assumed that the release occurs only in the form of 2-AG. Therefore, the concentrations of 1-AG and 2-AG were evaluated as a sum parameter for this experiment. Moreover, MGL inhibition resulted in a shift toward proinflammatory markers, resulting in higher gene expression of PTGS2 (encoding COX-2), IL-13, and POSTN (encoding periostin) (Figure 2*D-F*). IL-13 and POSTN are both known to be increased during active EoE disease.^33^^,^^34^ In contrast, MGL inhibition downregulated the expression of DSG1 (encoding desmoglein-1), which is crucial for esophageal epithelial barrier integrity and has been proven to be down-regulated in EoE (Figure 2*G*).^34^

### Inhibition of MGL in Epithelial Cells Influences Eosinophil Activation

We next determined whether MGL inhibition in epithelial cells could influence eosinophil activation. For this purpose, we incubated isolated human eosinophils from healthy donors with the supernatants of epithelial cells that were pretreated either with vehicle or MGL inhibitors (JZL 184 or MJN 110), and we measured the activation of eosinophils in response to different concentrations of eotaxin-1 (Figure 2*H* and *I*). Our data show that short incubation (30 minutes, RT) of eosinophils with supernatants from MGL-inhibited epithelial cells potentiated eosinophil activation, as observed by greater size changes in flow cytometry (Figure 2*H* and *I*). Notably, we observed that IL-13 treatment dose-dependently induced gene expression (ie, an increase in POSTN and COX-2) and activation changes similar to pharmacologic MGL inhibition (Figure 2*J-L*). In contrast, direct treatment of eosinophils with JZL 184 dose-dependently decreased their activation in response to eotaxin-1 (Figure 2*M*). When eosinophils were directly incubated with 2-AG, we could observe a priming effect toward stimulation with eotaxin-3 (Figure 2*N*).

### 2-AG Participates in Eosinophil Recruitment During EoE Via Action on CB_2_

Because we discovered an increase in 2-AG in the mucosal biopsies of patients with active EoE (Figure 1*F*), we continued to study its action on its receptors. CB_1_ is not significantly altered in EoE (Figure 1*A*; CNR1: gene encoding CB_1_), whereas CNR2 (encodes CB_2_) gene expression is significantly increased in mucosal biopsies of patients with active EoE (Figures 1*A* and 3*A*). We, therefore, performed ISH for CB_2_ mRNA combined with immunofluorescence for EPX in sections of patient mucosal biopsies (Figure 3*B*). The representative staining indicates the positive colocalization of CB_2_ with eosinophils in situ (Figure 3*B*).

**Figure 3:**
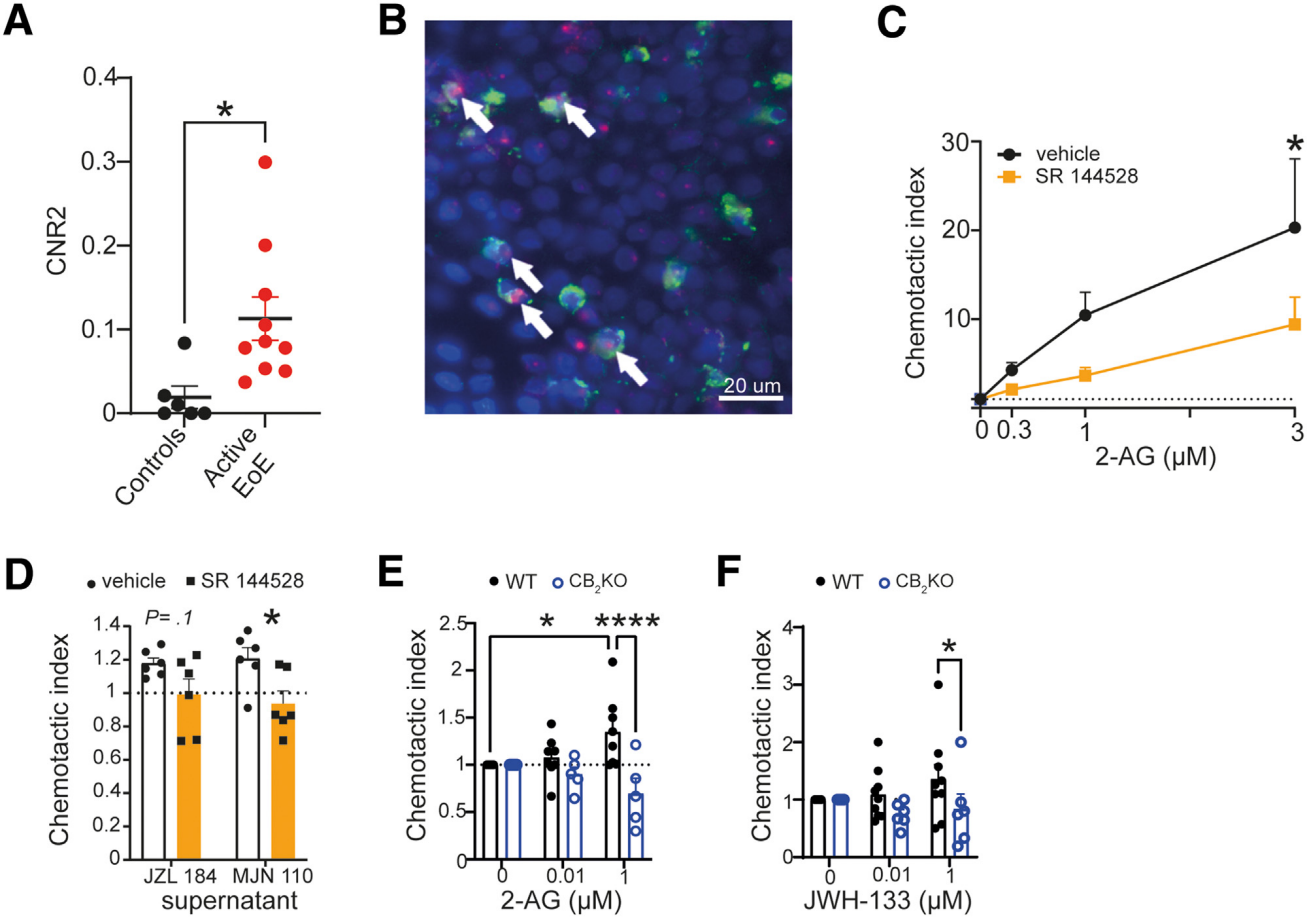
**CB_2_ is expressed in eosinophils of mucosal biopsies from patients with EoE and plays a role in migration.** (*A*) Expression of CNR2 (encodes CB_2_) acquired from total transcriptome analysis of esophageal mucosal biopsies by Sherrill et al.^21^ (*B*) ISH for CB_2_ mRNA (*red*) in EPX-positive cells (*green*) in sections of a mucosal esophageal biopsy from a patient with active EoE. Cell nuclei stained with DAPI (*blue*). (*C*) Migration of isolated human eosinophils, pretreated with vehicle (1 μM EtOH) or SR 144528 (1 μM), toward different 2-AG concentrations. (*D*) Migration of human eosinophils (pretreated with vehicle or SR 144528 [1 μM]) toward the supernatants of epithelial cells treated with JZL 184 (1 μM) or MJN 110 (100 nM). (*E, F*) Migration of splenocytes from WT or CB_2_ KO mice toward different concentrations of 2-AG (*E*) or JWH-133 (*F*). The number of migrated cells was determined by flow cytometry, and a chemotactic index was calculated as fold change of migrated cells, compared with vehicle control (no chemoattractant). n = 5–6 human eosinophil donors or 5–8 mice; means + standard error of means; 2-way analysis of variance. ∗*P* < .05, ∗∗∗∗*P* < .0001.

We next used the specific CB_2_ inverse agonist SR 144528^35^ to test whether CB_2_ activation plays a role in human eosinophil migration toward 2-AG. We observed that isolated human eosinophils dose-dependently migrated toward 2-AG, and short pretreatment with SR 144528 significantly inhibited this migration (Figure 3*C*). Moreover, by testing the migration of eosinophils toward supernatants of epithelial cells treated with the MGL inhibitors JZL 184 and MJN 110, we observed that SR 144528 also reduced the number of migrated eosinophils (Figure 3*D*). To test the involvement of the CB_2_ receptor in mouse eosinophil migration, we isolated splenocytes of wild-type (WT) and CB_2_ knockout (KO) mice and stained them with a panel of antibodies (Supplementary Table 1). We then enumerated the chemotactic index of the gated eosinophils toward vehicle or increasing 2-AG concentrations. Our data show that WT mouse eosinophils migrate toward 2-AG and that this migration is impaired in eosinophils lacking CB_2_ receptors (Figure 3*E*). The migration of WT and CB_2_ KO mouse eosinophils toward a specific CB_2_ agonist (JWH 133) is shown in Figure 3*F*.

### An Inducible Mouse Model of EoE Recapitulates MGL Reduction in Epithelial Cells and the CB_2_ Increase Observed in Human Patients

Having confirmed alterations in ECS levels in human patients, we set out to validate and investigate these findings in a novel inducible mouse model of EoE.^36^ The model design is presented in Figure 4*A*. In brief, iEoE33 mice possess tissue-specific (ED-L2 targeting promotor) inducible expression of secreted and active IL-33. On exposure to doxycycline in water (1 mg/mL in 2% sucrose), mice start exhibiting symptoms of EoE, such as pain and weight loss. On esophagus extraction, tissue thickening and increased immune cell infiltration can be observed.^36^, ^37^, ^38^, ^39^ The increase in IL-33 expression in iEoE33 esophagi also results in increased eosinophil infiltration, as shown by EPX staining in Figure 4*B* or Sirius red staining (Figure 4*C*), as reported previously.^36^^,^^39^ Our MGL ISH analysis of cytokeratin-stained cells in iEoE33 esophagi revealed reduced MGL mRNA signals in epithelial cells (Figure 4*D* and *E*). This reduction in MGL mRNA expression was reflected by reduced MGH activity in iEoE33 versus WT esophagi (Figure 4*F*), comparable with the human condition. Finally, similar to human EoE, iEoE33 mice showed higher CB_2_ mRNA expression (Figure 4*G*), when compared with WT esophagi. We could also show colocalization of CB_2_ receptor mRNA with EPX-positive cells in mouse esophageal mucosa by ISH (Figure 4*H*).

**Figure 4:**
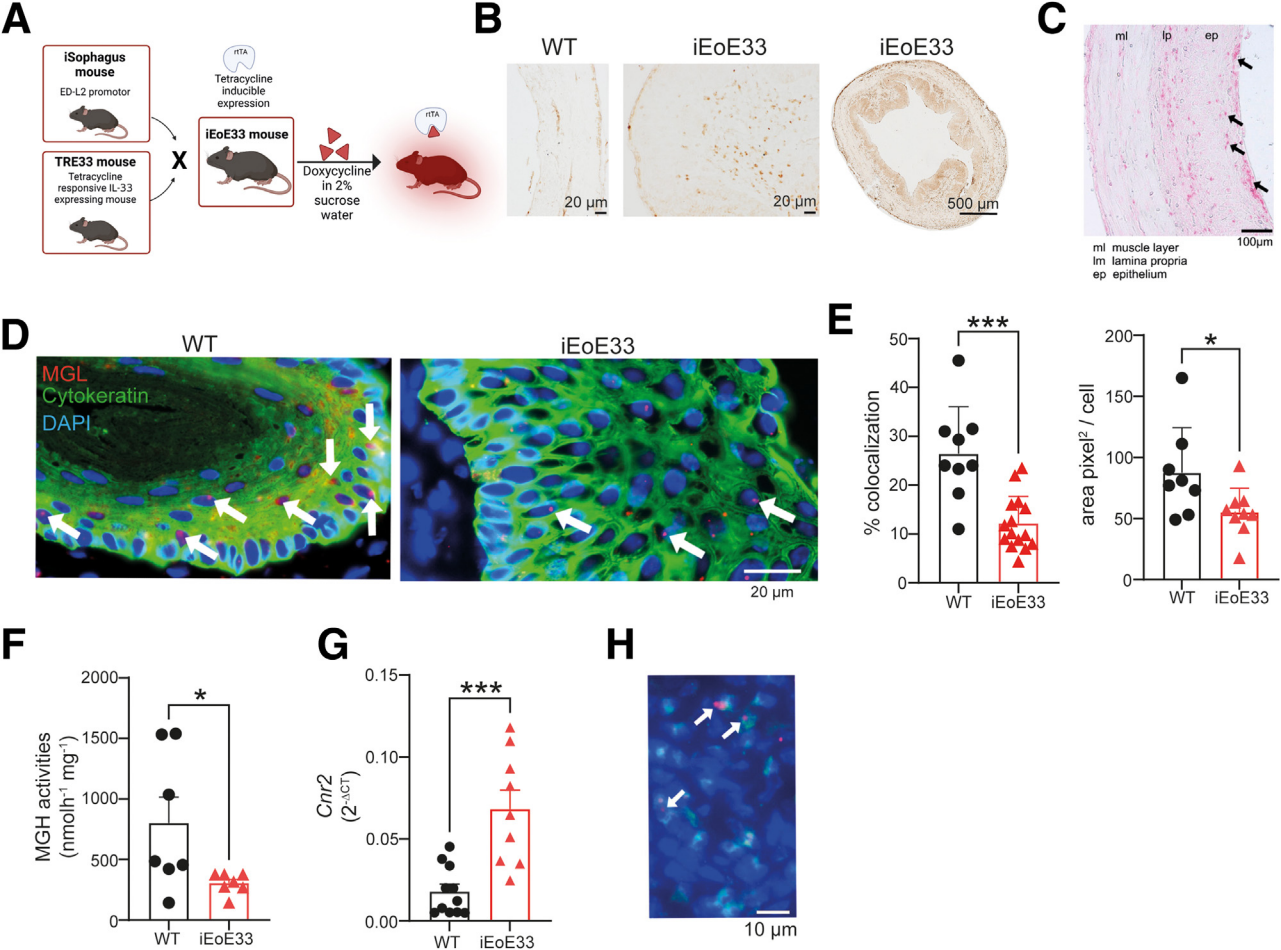
**An inducible mouse model of EoE (iEoE33) exhibits lower MGL expression in epithelial cells, and a higher total CB_2_ expression.** (*A*) A schematic representation of iEoE33 mouse design with a tetracycline-responsive, secreted and active IL-33 located under ED-L2 promotor, targeted to esophageal epithelium. (*B*) EPX immunohistochemical staining in esophageal sections of control (WT) and iEoE33 mice. (*C*) Sirius red staining of iEoE33 esophagus following doxycycline exposure. *Black arrows* indicate eosinophil infiltration in the epithelial layer. (*D*) Representative micrographs of MGL mRNA ISH (*red*) in cytokeratin positive epithelial cells (*green*) in WT and iEoE33 esophagi. (*E*) Quantification of MGL signals colocalizing with cytokeratin positive cells (*arrows*), and of area covered by MGL signals per cell. 3–4 sections evaluated from 2–4 mice per group. (*F*) MGH enzyme in esophageal sections of WT and iEoE33 mice. n = 7 mice per group. (*G*) Cnr2 (encodes CB_2_) gene expression in WT and iEoE33 esophagus sections. n = 9–11 mice per group. (*H*) ISH for CB_2_ mRNA (*red*) in EPX-positive cells (*green*) in esophageal mucosa of iEoE33 mice. Nuclei are in *blue*. Means + standard deviation or standard error of means; unpaired Student *t* test. ∗*P* < .05, ∗∗∗*P* < .001.

### Absence or Inhibition of MGL Activity Exacerbates Eosinophil Infiltration in WT and iEoE33 Mice

Having shown a reduction in MGL expression during active EoE disease, we investigated whether MGL down-regulation was a consequence of an inflammatory environment or whether MGL downregulation by itself could promote EoE development. For this reason, we performed a total transcriptome analysis of mRNA extracted from the esophagi of healthy WT and MGL KO mice (Figure 5*A*). 

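RNA was isolated from frozen esophagi of 4 MGL KO and 4 WT mice and selected for poly(A) tails. MGL, monoacylglycerol lipase, is the enzyme that degrades the endocannabinoid 2-arachidonoylglycerol (2-AG). The libraries were sequenced on a pair of Illumina NovaSeq models, and the paper's text does not name the model used for each library. The authors trimmed adapters with Cutadapt, aligned the reads to the mouse genome GRCm39 with STAR, and deposited the number of reads counted on each gene symbol, without normalization. Neither the counting tool nor its use of strand is named in the paper's text, so genes that overlap another gene carry that uncertainty. The paper gives a depth of 20 M reads per sample. The deposited counts sum to between 13479069 and 16410789 per MGL KO library (median 16081442) and between 15030994 and 17090152 per WT library (median 16365410). At least 1 count was given for 22721 of the listed gene symbols. The comparison covered the 14864 genes kept by edgeR's filterByExpr at a minimum count of 10. Library sizes were the sums over these genes, scaled by TMM factors, which ranged from 0.82 to 1.11, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Log2 fold changes are MGL KO minus WT, with standard errors taken from the test statistic. Mgll, the targeted gene, lies on the forward strand of chromosome 6 of GRCm39 from 88652108 to 88805342. Its expression was 13.7 ± 1.54 normalized CPM (counts scaled to the library size; SD, n = 4) in MGL KO esophagi and 81.2 ± 9.97 normalized CPM (SD, n = 4) in WT esophagi, so that 16.9% of the WT level remained. The MGL KO libraries ranged from 12.6 to 16.0 normalized CPM and the WT libraries from 66.6 to 88.3. The log2 fold change of Mgll was -2.57 (standard error 0.13, adjusted p = 0.000133 from edgeR's quasi-likelihood test). Counts per gene do not show on which exons the remaining reads lie.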

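Dysf, which encodes the membrane repair protein dysferlin, lies on chromosome 6 of GRCm39 from 83985345 to 84188042, 4.64 Mb from Mgll. Its expression was 235.1 ± 57.9 normalized CPM (SD, n = 4) in MGL KO esophagi and 118.8 ± 19.6 normalized CPM (SD, n = 4) in WT esophagi. The log2 fold change was 0.98 (standard error 0.20), and the adjusted p of 0.278 from edgeR's quasi-likelihood test did not pass 0.05. Dusp1, the gene listed in Supplementary Table 2 for Dusp, encodes a phosphatase of mitogen-activated protein kinases. It rose from 56.9 ± 6.42 normalized CPM (SD, n = 4) in WT to 198.2 ± 63.8 (SD, n = 4) in MGL KO esophagi, a log2 fold change of 1.80 (standard error 0.21, adjusted p = 0.0494 from edgeR's quasi-likelihood test). Ccn1, a gene for a secreted matrix protein, was at 12.1 ± 2.12 normalized CPM (SD, n = 4) in WT and 36.4 ± 7.04 (SD, n = 4) in MGL KO esophagi, with a log2 fold change of 1.59 (standard error 0.18) and the same adjusted p. The transcription factor gene Fos was at 8.64 ± 2.25 normalized CPM (SD, n = 4) in WT and varied between 19.0 and 120.4 in the MGL KO libraries. Its log2 fold change of 2.73 (standard error 0.52) had an adjusted p of 0.238 from edgeR's quasi-likelihood test. For all 4 genes, every MGL KO library lay above every WT library (two-sided exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The paper named these genes from the same libraries, so this p is no independent evidence. With each library left out in turn, the log2 fold change stayed between 0.85 and 1.13 for Dysf, 1.56 and 1.91 for Dusp1, 1.48 and 1.69 for Ccn1, and 2.08 and 3.03 for Fos. The value of Fos was lowest without MGL KO replicate 1, which had the highest Fos, Dusp1 and Ccn1 expression. Dusp1 passed 0.05 in 1 and Ccn1 in 0 of these 8 fits. The exact test on all genes with a count called all 4 genes. Dysf was called under 7 and Fos under 5 of the 16 alternative settings that kept all libraries. A set of 16 other immediate early genes was higher in MGL KO esophagi by a mean log2 fold change of 0.61 (limma's fry, unadjusted p = 0.0103, adjusted p = 0.0747 over 14 gene lists), while 6 of 14 skeletal muscle genes were higher, with a mean log2 fold change of -0.13 over the list. The immediate early set shares its theme with Fos and Dusp1 and was tested on the same libraries, so it is no independent evidence either. The locus of Dysf overlaps that of Gm33024 and Gm7498, and the locus of Dusp1 that of Gm8225 and Ergic1.

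**Figure D1:**
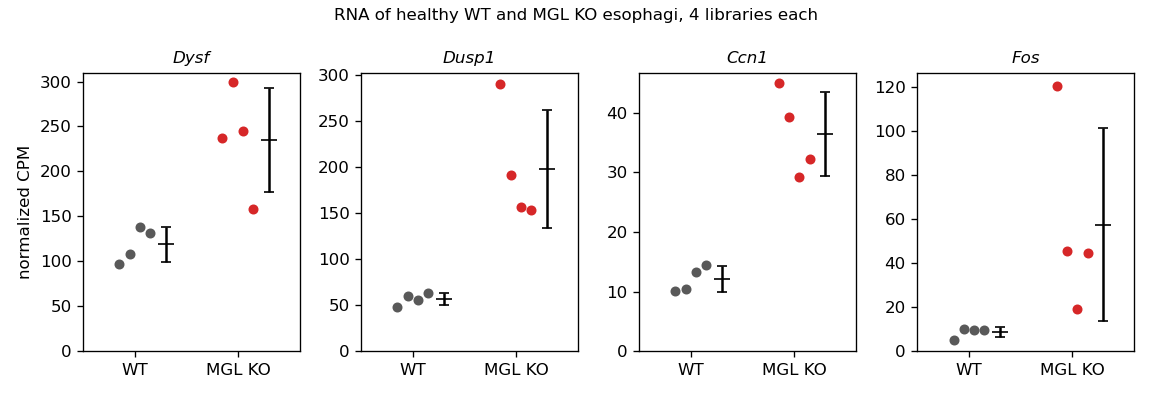
Normalized CPM of Dysf, Dusp1, Ccn1 and Fos in each library of healthy WT (gray) and MGL KO (red) esophagi. Each point is 1 library, and the bar beside the points gives the mean and SD of the 4 libraries. All MGL KO libraries lie above the WT libraries, and Fos spreads from 19.0 to 120.4 normalized CPM among the MGL KO libraries.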

RNAseq revealed multiple significantly up-regulated genes associated with inflammation in MGL KO esophagi, such as Dysf, Dusp, Ccn1, and Fos (Figure 5*B*).^40^ 

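The 27 genes of Supplementary Table 2 include 19 with higher and 8 with lower expression in MGL KO esophagi, the table's fold changes being WT over MGL KO. Of these, 25 were tested after the filter, and all 25 changed in the table's direction. An adjusted p under 0.05 was reached by 7 of them, and by 25 when adjusted over the list alone, which is no independent evidence because the list was chosen on these libraries. Kbtbd12, which encodes a kelch repeat and BTB domain protein, lies next to Mgll on chromosome 6 of GRCm39, from 88521296 to 88614932 on the reverse strand. It rose from 16.2 ± 0.79 normalized CPM (SD, n = 4) in WT to 133.5 ± 28.0 (SD, n = 4) in MGL KO esophagi, with a log2 fold change of 3.04 (standard error 0.16, adjusted p = 0.000133 from edgeR's quasi-likelihood test). The other calls apart from Mgll shared an adjusted p of 0.0494. Among them, Serpina3n fell from 113.0 ± 45.0 normalized CPM (SD, n = 4) in WT to 22.6 ± 6.03 (SD, n = 4) in MGL KO esophagi, Epyc from 4.55 ± 0.24 to 0.94 ± 0.31, and Cirbp from 92.6 ± 4.10 to 54.9 ± 4.82. Mgll and Kbtbd12 passed 0.05 in all 8 fits that each left out 1 library. Serpina3n passed in 1 of them, whereas Epyc and Cirbp passed in 0. Myh3 and Slc25a25 followed with an adjusted p of 0.0535. Gm21451, an unprocessed pseudogene whose reads could be shared with related copies, had 0 counts in every MGL KO library and was at 1.00 ± 0.26 normalized CPM (SD, n = 4) in WT, at least 3.68-fold higher than the level that 3 counts give. The expression of Ltf, Lrrc23 and Ttc21a came mostly from MGL KO replicate 4. In that library, Ltf reached 1973 normalized CPM against at most 15.0 in the other MGL KO libraries and 1.25 in WT. Lrrc23 reached 62.4 and Ttc21a 94.5 normalized CPM there, against at most 0.92 and 1.10 in the other MGL KO libraries. Lrrc23 and Ttc21a did not pass the count filter, and Ltf had an adjusted p of 0.478 with a log2 fold change of 9.37 (standard error 2.67), which dropped to 2.98 without MGL KO replicate 4. A sum of 14 airway ciliated genes reached 1379 normalized CPM in MGL KO replicate 4 and between 14.6 and 26.6 in the other libraries.

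**Figure D2:**
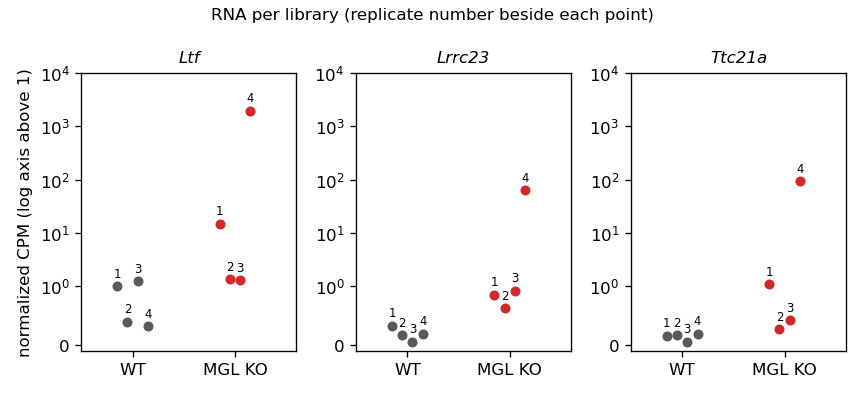
Normalized CPM of Ltf, Lrrc23 and Ttc21a in each library of healthy WT (gray) and MGL KO (red) esophagi, on an axis that is linear up to 1 and logarithmic above. The number beside each point is the replicate, and MGL KO replicate 4 lies above the other libraries for all 3 genes.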

A table of significantly (fdr <0.05) differentially regulated genes in MGL KO versus WT esophagi can be found in Supplementary Table 2. Up-regulation of Dusp and Dysf was later validated by quantitative polymerase chain reaction (Figure 5*B*). We followed our analysis by performing a custom multiplex enzyme-linked immunosorbent assay to determine whether these alterations in gene expression could result in a significant shift toward a type 2 inflammatory environment. We observed significantly lower levels of IL-1β in MGL KO esophagi and trends toward higher tumor necrosis factor (TNF)-α levels. However, the concentrations of EoE-relevant major type 2 cytokines, such as IL-13, eotaxin, and IL-33, were not altered in healthy MGL KO esophagi (Figure 5*C*). Because absence of MGL in mouse tissue has been previously reported to result in higher 2-AG levels,^31^ we next investigated if in our experiments, absence of MGL could lead to higher eosinophil numbers in esophagi. By conducting flow cytometry analysis, we could indeed observe increased numbers of eosinophils in whole MGL KO esophagi, either evaluated as percentage or as counts (Figure 5*D*). Despite potentially increased numbers of eosinophils in MGL KO esophagi, these mice did not show clinical signs of EoE (eg, thickened esophagus; Figure 5*E*).

**Figure 5:**
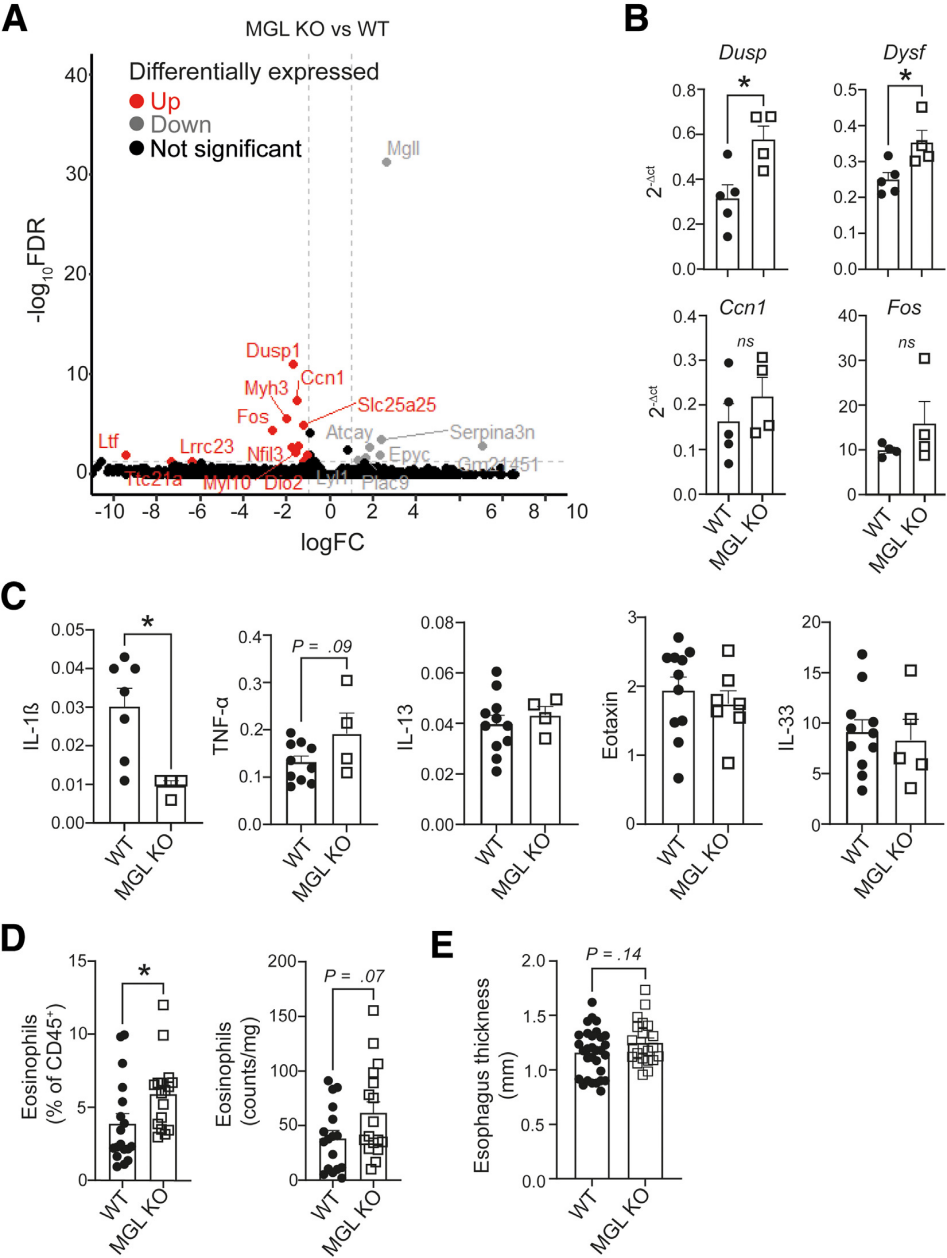
**Absence of MGL exacerbates eosinophil infiltration in healthy and iEoE33 mice.** (*A*) RNAseq of differentially expressed genes in MGL KO versus WT mouse esophagi (n = 4). In total, 27 genes were differentially regulated in MGL KO esophagi (fdr <0.05). (*B*) Validation of Dusp, Dysf, Ccn1, and Fos expression by quantitative polymerase chain reaction in WT versus MGL KO esophagi (n = 4). (*C*) Multiplex enzyme-linked immunosorbent assay measurements of cytokine concentrations in snap-frozen esophagus segments expressed in pg per mg of tissue (n = 4–7). (*D*) Flow cytometric determination of eosinophil percentage and numbers in single cell suspensions of healthy mouse esophagi (eosinophils identified according to Supplementary Table 3 and Figure 6*A*). (*E*) Combined data of esophagus thickness measurements of healthy WT and MGL KO mice. Esophagi were extracted from male and female 10- to 14-week-old mice and thickness was measured with a caliper by 2 blinded investigators. Average thickness measurement per esophagus was calculated from the measurements and presented on the graph. n = 20–30; data are shown as means + standard error of means and is analyzed with unpaired Student *t* test. ∗*P* < .05. TNF, tumor necrosis factor.

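In the comparison of the 4 MGL KO with the 4 WT libraries, 7 of the 14864 genes tested had an adjusted p under 0.05, with 3 higher and 4 lower in MGL KO esophagi. An unadjusted p under 0.05 was reached by 1285 genes. In 895 genes, or 6.02% of those tested, every MGL KO library lay on one side of every WT library, against 2.86% by chance. Beyond a log2 fold change of 1 in either direction, 6 of the 7 genes were left, and 2 genes, Mgll and Kbtbd12, had an adjusted p under 0.01. The count of genes depended on the test. The exact test, which the paper's methods name, gave 42 genes on all 22721 genes with a count. DESeq2 gave 133 genes, the highest count among the alternatives set before the data were examined. Of these, 30 and 81 genes, respectively, were higher in MGL KO esophagi, so the share of higher genes depended on the test too. Leaving out 1 library in turn gave between 2 and 5 genes, with 5 without WT replicate 4, 4 without MGL KO replicate 1, 3 without MGL KO replicate 2 and 2 in each of the other fits. The paper went on from the up-regulated genes it associates with inflammation to ask whether the expression changes shift the esophagus toward type 2 inflammation. For this, it measured cytokine proteins in snap-frozen pieces of esophagus (Figure 5C).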

To determine whether EoE-like pathology, including eosinophil infiltration, could be exacerbated by additionally lowering MGL expression or activity, we first crossed iEoE33 mice with MGL KO mice to generate iEoE33 MGL KO mice. These mice showed heightened eosinophil infiltration, as determined either as a percentage of CD45^+^ cells, or as counts measured by flow cytometry in the esophagi, following doxycycline exposure (Figure 6*A-C*). See antibody panel for eosinophil determination and gating strategy in Supplementary Table 3 and Figure 6*A*. Surprisingly, iEoE33 MGL KO mice did not exhibit lower MGH activity than MGL KO mice, most likely because MGH activity had already reached baseline levels in iEoE33 mice (Figure 6*D*). Consequently, there were no differences in EoE-like symptoms, such as weight loss and esophageal thickness, between iEoE33 MGL KO and iEoE33 mice (Figure 6*E* and *F*).

**Figure 6:**
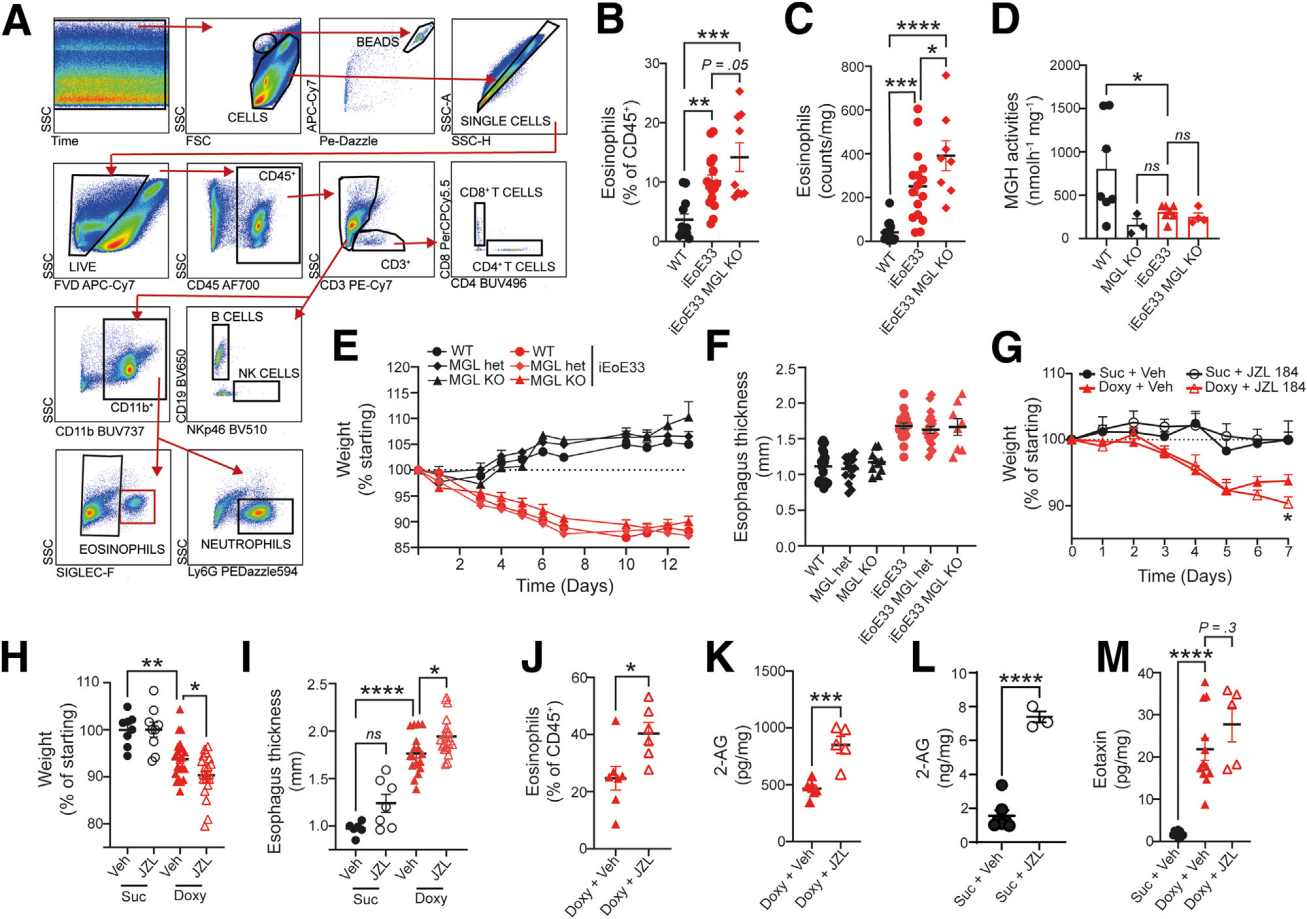
**Absence of MGL exacerbates eosinophil infiltration in iEoE33 mice.** (*A*) Gating strategy for determining immune cell populations in mouse esophagi. (*B-F*) iEoE33 mice were crossed with MGL KO mice, and exposed to doxycycline (1 mg/mL in 2% sucrose). (*B, C*) Flow cytometric determination of eosinophil percentage (*B*) and counts (*C*) in single cell suspensions of processed esophagi following doxycycline exposure. (*D*) MGH activity in mouse esophagi. (*E*) Weight loss of WT, MGL heterozygotes (het), and MGL KO either as WT or crossed with iEoE33 mice under doxycycline exposure. (*F*) Average esophagus thickness measurements of mice following 14 days of doxycycline exposure. (*G-M*) iEoE33 mice were treated with vehicle (Veh) or JZL 184 (16 mg/kg/d) for 7 days with either doxycycline (1 mg/mL in 2% sucrose [suc]) or sucrose alone (2%) exposure. (*G*) Weight tracking of mice during the 7-day sucrose alone or doxycycline exposure. (*H*) Weight loss (expressed as percent of starting weight on Day 7 of the experiment) and (*I*) esophageal thickness. (*J*) Infiltration of eosinophils in esophagi of vehicle- or JZL 184-treated iEoE33 mice. (*K, L*) 2-AG levels in extracted esophagi of vehicle (Veh) or JZL 184-treated (16 mg/kg/d) WT mice under 14 days of doxycycline (*K*) or sucrose (*L*) exposure as measured with mass spectrometry. (*M*) Eotaxin levels in extracted esophagi of vehicle (Veh)- or JZL 184-treated iEoE33 mice. n = 3–20; means + or ± standard error of means; unpaired Student *t* test or 2- or 1-way analysis of variance. ∗*P* < .05, ∗∗*P* < .01, ∗∗∗*P* < .001, ∗∗∗∗*P* < .0001.

We, therefore, inhibited MGL activity in iEoE33 mice pharmacologically using JZL 184. We specifically chose to explore a short-term 7-day exposure to doxycycline, to identify early eosinophil infiltration. On Day 7 of doxycycline exposure, Pyon et al ^36^ reported the first significant thickening of the esophagus and infiltration of eosinophils into the epithelium and stroma in mouse esophagi. At the end of the experimental period, we detected significantly higher weight loss in the JZL 184–treated and doxycycline-exposed iEoE33 experimental group, when compared with vehicle control (Figure 6*G* and *H*). Moreover, esophagi of JZL 184–treated mice were significantly thicker compared with vehicle-treated and doxycycline-exposed mice (Figure 6*I*). We additionally observed higher eosinophil infiltration in the esophagi of JZL 184–treated mice (Figure 6*J*), which was accompanied by significantly higher 2-AG levels, further proving that JZL 184 intraperitoneal application is sufficient to inhibit MGL activity in esophagi (Figure 6*K*). This increase in 2-AG was even more evident in untreated WT animals not receiving doxycycline (Figure 6*L*). Finally, we did observe increasing eotaxin concentrations post–JZL 184 treatment in the esophagi (Figure *M*).

### Antagonism of CB_2_ Receptor Reduces the Number of infiltrated Eosinophils But Does Not Ameliorate Disease Pathology in a Mouse Model of EoE

Because of the high esophageal 2-AG levels in humans and experimental EoE, we aimed to explore, the potential of CB_2_ antagonism in inhibiting eosinophil infiltration esophagi of mice. After treating iEoE33 animals with SR 144528 (or vehicle), using a previously published concentration,^35^ for the 14 days of doxycycline exposure, we observed no differences in weight loss or esophageal thickness (Figure 7*A* and *B*). We did, however, observe decreased eosinophil infiltration as determined by flow cytometry (Figure 7*C* and *D*). Given previous studies showing that SR 144528 inhibits ILC2s, we tested whether such results could be also obtained in our iEoE33 mice, especially because eosinophil-ILC2 crosstalk is an important factor in the pathology of allergic diseases.^41^ On gating for ILC2 % (and numbers) (Figure 7*E*), we observed no differences following SR 144528 treatment (Figure 7*F*). In line with previous studies using SR 144528, we noted a significant decrease in CXCL1 mRNA expression in mouse esophagi (Figure 7*G*), whereas there were no differences in the expression of typical T_H_2 markers, such as IL-5 and GATA-3 following SR 144528 application in iEoE33 mice (Figure 7*H* and *I*). Moreover, we observed no effect of SR 144528 treatment on weight loss (Figure 7*J*), esophagus thickness (Figure 7*K*), or eosinophil infiltration (Figure 7*L* and *M*) in esophagi of WT mice.

**Figure 7:**
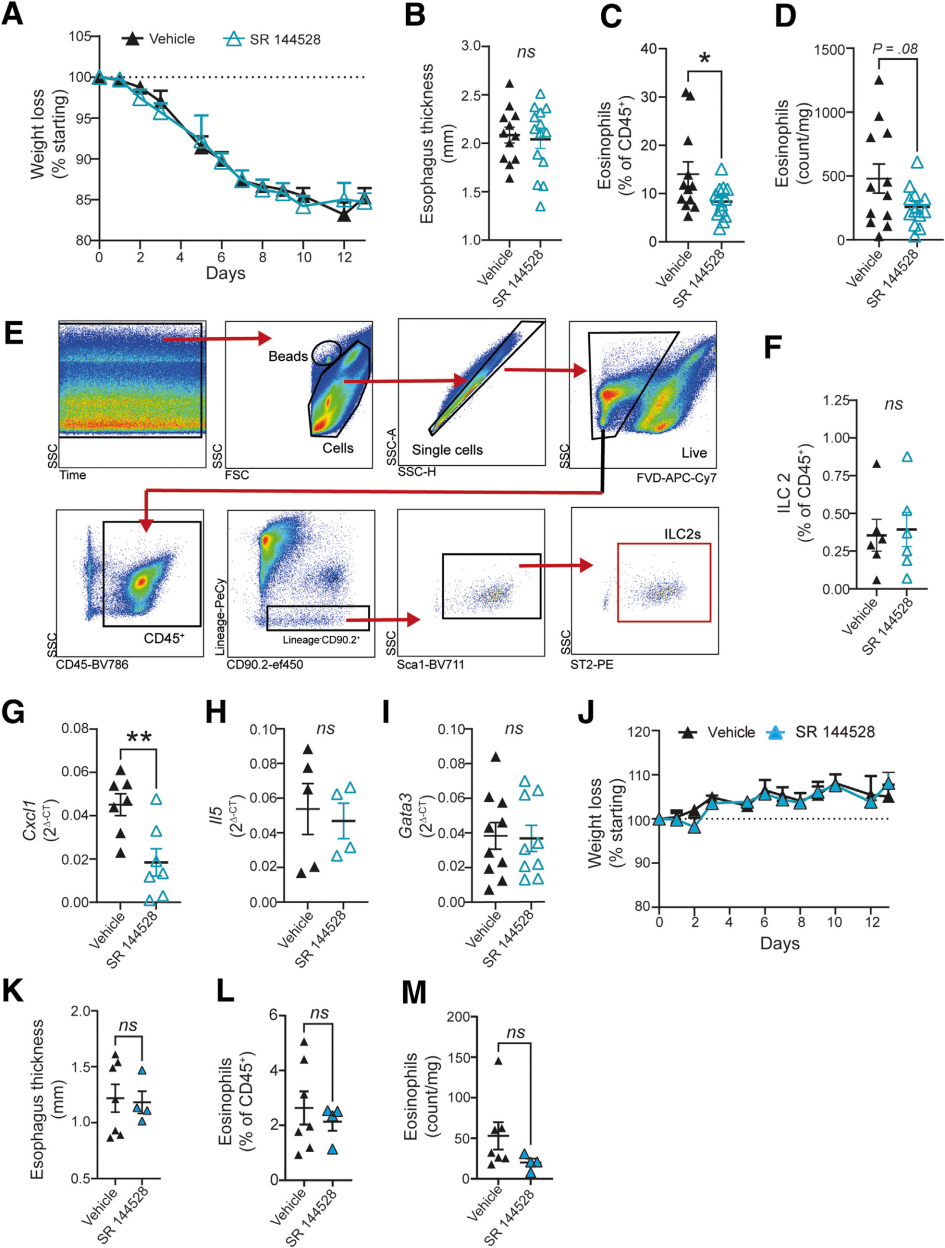
**Antagonism of CB_2_ decreases numbers of infiltrating eosinophils in the iEoE33 esophagus, but does not reduce disease pathology.** (*A-I*) iEoE33 mice were treated with vehicle or SR 144528 (10 mg/kg/d) for 14 days of doxycycline exposure (1 mg/mL in 2% sucrose). (*A*) Weight tracking and (*B*) esophageal thickness of treatment groups. (*C, D*) Number of eosinophils in esophagi of vehicle- or SR 144528-treated iEoE33 mice under doxycycline exposure evaluated by flow cytometry (according to Supplementary Table 3 and Figure 6*A*), (*C*) expressed as percent of CD45^+^, or (*D*) as counts per milligram. (*E*) Gating strategy for ILC2 determination in single cell suspensions of mouse esophagi. A minimum of 10 mg of iEoE33 esophagi are needed for accurate ILC2 determination. Antibody panel is listed in Supplementary Table 6. Counting beads were gated according to size (high SSC) and high double intensity in APC-Cy7 and PE Dazzle channels. ILC2 cells were determined as live, CD45^+^/CD90.2^+^Lineage^-^; Sca1^+^, ST2 receptor^+^ cells. (*F*) Percentage of ILC2s expressed as percent of all CD45^+^ cells in esophagi of treated iEoE33 mice evaluated by flow cytometry. (*G-I*) Quantitative polymerase chain reaction of inflammatory cytokines and markers in esophagi of treated iEoE33 mice following 14 days of doxycycline exposure. (*J-M*) WT mice were treated with vehicle or SR 144528 (10 mg/kg/d) for 14 days of doxycycline exposure (1 mg/mL in 2% sucrose). (*J*) Weight tracking and (*K*) esophageal thickness of WT treatment groups. (*L, M*) Number of eosinophils in esophagi of vehicle- or SR 144528-treated iEoE33 mice under doxycycline exposure evaluated by flow cytometry (*L*) expressed as percent of CD45^+^, or (*M*) as counts per mg. n = 4–14; means + or ± standard error of means; data evaluation by unpaired Student *t* test or 2-way analysis of variance. ∗*P* < .05, ∗∗ *P* < .01; ns, nonsignificant.

## Discussion

Despite the importance of the ECS in gut homeostasis, its involvement in EoE pathogenesis has been completely unexplored. We, therefore, focused on investigations of ECS alterations during active EoE inflammation and identified the enzyme MGL to be down-regulated in esophageal mucosal epithelial cells, leading to higher 2-AG levels in patient esophageal mucosal biopsies. Pharmacologic inhibition of MGL in primary human esophageal epithelial cells led to a more “EoE-prone” phenotype expression and increased ability of the epithelial cell secretome to activate and recruit eosinophils via CB_2_ receptors. We validated our findings in vivo and showed that MGL absence similarly resulted in higher eosinophil infiltration, and that specific CB_2_ antagonism reduced eosinophil infiltration in an inducible mouse model of EoE.

In recent years, MGL has emerged as a crucial regulator of 2-AG, involved in many pathophysiological processes, such as stress, metabolic syndrome, pain, and inflammation (reviewed in Grabner et al^5^). MGL is localized to many tissues, and various cell types, showing highest levels in brain, adipose tissue, liver, and intestines.^14^ Physiologically, the interplay of MGL, 2-AG, and CB_1_ is important for the regulation of gut motility.^42^^,^^43^ In TNBS-induced intestinal inflammation, blockade of MGL, an increase in 2-AG, and the activation of CB_1_ and CB_2_ receptors has proven protective, restoring gut homeostasis.^44^ Hence, involvement of MGL in diseases of the esophagus is, therefore, conceivable.

In the human gastrointestinal tract, MGL was previously identified to be expressed in epithelial and immune cells.^14^ Because esophageal epithelial disruption is considered the driver of EoE pathogenesis,^2^^,^^28^ we determined MGL mRNA expression in cytokeratin-positive epithelial cells using ISH method. Our data revealed a decrease in MGL mRNA in epithelial cells during active EoE, which was not observed in other patient groups not characterized by active eosinophilic infiltration. Greuter et al^45^ recently characterized different EoE variants, and in their dataset, MGL was significantly down-regulated only in "classical EoE" and partly in "lymphocytic EoE," whereas gastroesophageal reflux disease and "EoE-like" esophagitis patients showed no alterations in MGL expression (data not shown). In our study, we followed up with publicly available sequencing data, measurements of MGL enzyme activity, and mass spectrometry data of 2-AG levels in patient mucosal esophageal biopsies. Similar to our previous observations in Crohn’s disease^46^ we noticed higher 2-AG levels in active EoE patient mucosal biopsies, and a down-regulation of MGL mRNA in human primary esophageal epithelial cells (H-6046) by IL-13, which was accompanied by an increase in POSTN, a known epithelial gene dysregulated in EoE. This finding is in accordance with previous in vitro data,^47^ altogether suggesting a role for the MGL-2-AG axis and eosinophils in EoE pathology.

Because 2-AG can be rapidly metabolized,^48^ we further investigated whether 2-AG and its action on CB_2_ receptors were responsible for the observed effects on eosinophils. Frei et al^11^ previously described increased CB_2_ surface expression on blood eosinophils of allergic donors. Indeed, we observed that 2-AG acted as a CB_2_-dependent chemoattractant to human eosinophils, which is well in line with Frei et al,^11^ showing that priming of human eosinophils with CB_2_ agonist JWH-133 potentiates migration. Our data, hence, indicate that MGL inhibition in primary esophageal epithelial cells leads to secretome changes characterized by increased 2-AG levels, which are sufficient to potentiate eosinophil migration and activation. An MGL-2-AG-CB_2_ axis, therefore, may not be only a functional entity in the central nervous system,^7^^,^^8^ but also in peripheral tissues.

Absence of MGL in mice has previously been associated with an anti-inflammatory and/or antifibrotic phenotype in the liver.^49^ For the purpose of our study, we explored the consequences of global MGL deletion on healthy esophageal transcriptome, cytokine levels, and eosinophil infiltration in the mouse. Similar to a previous study, we observed higher eosinophil infiltration in healthy MGL KO esophagi as measured by flow cytometry^31^ indicating that eosinophils are primary target cells of the MGL-2-AG axis. Using iEoE33 mice we also validated our patient data by crossing these mice with MGL KO mice. As a result, we detected higher eosinophil infiltration into the esophagi. However, only when performing pharmacologic inhibition of MGL, disease severity in iEoE33 mice was potentiated most likely because MGL depression was already maximal in the iEoE33-MGL KO. A specific CB_2_ inverse agonist reduced the number of infiltrated eosinophils in the mouse esophagi but it remains to be explored whether global CB_2_ KO also dampens EoE severity. In this context, a reduction in BAL eosinophil counts by a CB_2_ inverse agonist was previously reported also in an ILC2-induced model of airway hyperresponsiveness.^12^ However, we did not observe altered ILC2 numbers in the esophagi of our mouse model. Because an orally bioavailable CB_2_ antagonist was recently used in a first phase 1/phase 2 study in humans (NCT05525455), our data prove that antagonistic targeting of CB_2_ receptor may have additional potential for the treatment of allergic diseases characterized by eosinophil infiltration.

Collectively, reduction in eosinophil infiltration by CB_2_ blockade did not ameliorate disease severity, such as weight loss and esophageal thickness, which is in line with previous data showing that iEoE33 mice crossed with eosinophil-deficient mice, still develop the disease.^39^ Moreover, a recent phase 3 clinical study using biologic eosinophil-depleting treatment (benralizumab), while reducing eosinophil counts, did not improve patient symptoms,^50^ corroborating our results. Despite increasing data on eosinophils not being drivers of EoE disease, they still remain an effector cell capable of damaging surrounding tissues and exacerbating disease pathology,^51^ and serving as important diagnostic criteria for EoE.

Our clinical patient data comprising liquid chromatography/mass spectrometry measurements on 2-AG, and MGH enzyme assays, are limited because of the low number of study participants. However, we tried to build on our findings and strengthen our claims by incorporating other publicly available datasets of patients with active EoE into our hypothesis. Although we did observe lower MGL expression in active EoE, the possibility remains this could simply be caused by loss of differentiated epithelial cells, which express most MGL; however, it is very likely that MGL mRNA was down-regulated as shown by our ISH quantification of MGL mRNA signals. In addition, we did not investigate pain symptoms in MGL KO and inhibitor-treated mice. The acute action of MGL inhibitors has been proven to be antinociceptive via an increase in 2-AG acting on CB_1_/CB_2_.^52^ If this were the case, the mice exhibiting less pain might have increased food intake, mitigating weight loss.

## Conclusions

Our study identified dysregulation of the ECS in EoE with a reduction in MGL gene expression and activity, leading to higher 2-AG levels, which aid in eosinophil infiltration into the esophagus via CB_2_ receptors. Given these collective observations, we propose that the ECS plays a role in EoE pathogenesis, and that CB_2_ receptor agonists and phytocannabinoids could increase eosinophil infiltration in the esophagus, potentially exacerbating the disease.

## Materials and Methods

### Patient Characteristics

Age- and sex-matched patients diagnosed with EoE or gastroesophageal reflux disease and control subjects were recruited at the Division of Gastroenterology and Hepatology, University Hospital Graz, from July 2021 to November 2023 (the study was approved by the Institutional Review Board of the Medical University of Graz: clinical study protocol number EK#31-492 ex 18/19; ClinicalTrials.gov, Number: NCT04626609). Two biopsies per patient were immediately fixed in 10% phosphate-buffered formalin for histochemical analysis, and 2 biopsies were snap frozen either for mass spectrometry or MGH activity assays. Biopsies were taken from the distal and the proximal part of the esophagus. Patients with symptomatic and histologically confirmed EoE (≥15 eos/hpf) at the time of sample collection were grouped as “active EoE.” Symptoms of EoE included difficulties swallowing, chest/abdominal pain or heartburn, vomiting, or food impaction. Asymptomatic patients with EoE treated with corticosteroids who had 0 eos/hpf at the time of sample collection were grouped as “EoE in remission.” Control individuals were defined as asymptomatic individuals without a history of esophageal pathologies. Subjects with significant comorbidities, intercurrent illness (eg, infections), and pregnant women were excluded from the study. In total, 12 patients with active EoE, 4 patients with EoE in remission, and 11 asymptomatic control subjects, with no history of esophageal pathologies, were recruited. The complete clinical characteristics of the recruited patients and control subjects are presented in Supplementary Table 4. Patient characteristics have also been published in a previous study.^53^ Blood sampling from healthy volunteers was approved by the Institutional Review Board of the Medical University of Graz (17-291 ex 05/06). All participants provided a written informed consent.

### Animal Work

CB_2_ KO mice (B6.129P2-Cnr2^tm1Dgen^/J on B6 background) were obtained from Jackson Laboratories (Bar Harbor, ME), and then backcrossed for 10 generations. MGL KO mice were a kind gift from Dr R. Zimmermann from the University of Graz,^32^ and bred in-house with WT littermates. The mouse model of inducible EoE, termed iEoE33, was a kind gift from Dr A. Doyle and Dr B. Wright (Mayo Clinic, Arizona, Scottsdale, AZ). In these mice, a secreted and active form of IL-33 is overexpressed in the esophageal epithelium under tetracycline (Tet) inducible expression.^36^^,^^39^^,^^53^ To induce EoE-like pathology, iEoE33 mice and WT control animals were administered doxycycline in water (1 mg/mL in 2% sucrose) for 7 or 14 days. For the duration of the experimental protocol, mice were treated with an MGL inhibitor (JZL 184, 16 mg/kg/d, Cayman Chemical, Ann Arbor) or with a CB_2_ inverse agonist (SR 144528, 10 mg/kg/d, Cayman Chemical). Both JZL 184 and SR 144528 were first dissolved in a mixture of Cremophor and EtOH (1:1) and later dissolved in 5% dextrose water immediately before injection to increase their solubility.^31^^,^^35^

After 7 days, doxycycline was changed to retain its efficacy as described previously.^53^^,^^54^ At the experimental end point (Day 7 or Day 14), total body weight of the mice was measured and their esophagi were harvested for further analysis. Esophagi were weighed and further processed into single-cell suspensions for flow cytometry. Esophageal thickness of different treatment groups was measured with a caliper following esophagus extraction.

Mice were bred and housed in the animal facilities of the Medical University of Graz in accordance with national and international guidelines. All experimental procedures were approved by the Austrian Federal Ministry of Science and Research (protocol number 2021-0.799.497). Male and female mice at 8–12 weeks of age were used in experiments.

### Liquid Chromatography–Mass Spectrometry

2-AG and 1-AG levels were determined in proximal human EoE biopsies and cell culture supernatants using liquid chromatography in combination with tandem mass spectrometry, as previously described by Gurke et al^55^ for analysis of plasma samples. Briefly, 200 μL of tissue homogenate or 800 μL of supernatant (a higher sample volume was used because of lower analyte concentration) were extracted by liquid-liquid extraction after the addition of the internal standard with 400 μL or 1600 μL of a mixture of ethyl acetate/hexane (9:1 vol/vol). The organic phase was evaporated and then resuspended in 50 μL of acetonitrile. The subsequent liquid chromatography/mass spectrometry analysis was performed on a QTRAP 6500+ triple quadrupole mass spectrometer (Sciex, Darmstadt, Germany) equipped with a Turbo Spray ion source operated in positive electrospray ionization mode and coupled to an Agilent 1290 Infinity II UHPLC system (Agilent, Waldbronn, Germany). Chromatographic separation was achieved using a binary gradient on an Acquity UPLC BEH C18 column (100 × 2.1 mm, 1.7 μm; Waters, Eschborn, Germany) with a precolumn of the same type. A solution of 0.0025% formic acid in water was used as solvent A, and 0.0025% formic acid in acetonitrile was used as solvent B, with a total run time of 8 minutes.

### MGH Activity Assay

MGH was determined in lysates prepared from snap-frozen EoE patient biopsies or mouse esophageal tissues as described previously with some modifications.^32^ In brief, tissues were washed and homogenized on ice in lysis buffer using an Ultra Turrax (IKA, Staufen, Germany). Lysates were centrifuged at 10.000 × *g* for 10 minutes at 4°C, and the cytoplasmic fraction was used to measure MGH activity. Protein concentrations of tissue lysates were determined using the Bio-Rad protein assay according to the manufacturer's instructions (Bio-Rad) and bovine serum albumin as the standard. Depending on the tissue, 20–50 μg of protein was incubated with 100 μL of MG substrate (*1,3-rac*-oleoylglycerol, 1 mM) for 30 minutes at 37°C. Thereafter, the reaction was stopped by the addition of 100 μL of chloroform and vortexing. Phases were separated by centrifugation at 10,000 × *g* for 5 minutes at 4°C. Glycerol concentrations in the aqueous phase were determined using a commercial kit (free glycerol reagent, Sigma).

### Histology

Human esophageal mucosal biopsies and mouse esophagus samples were immediately fixed in 10% phosphate-buffered formalin for histochemical analysis, and left for 24–48 hours at RT with gentle shaking. Tissue was processed and embedded in paraffin, according to standard procedures as described previously.^31^^,^^35^

### ISH and Immunofluorescence

Tissue was cut in 5-μm sections, baked at 60°C for 1 hour, dewaxed, and rehydrated. ISH was performed according to the manufacturer’s protocol and as recently published.^35^ Sirius red (Direct Red 80, Sigma) was used to stain eosinophils in deparaffinized sections. ISH probes used to detect MGL and CB_2_ mRNA were purchased from Advanced Cell Diagnostics (Newark). ISH was performed using the RNAscope 2.5 HD red kit according to manufacturer instructions. Immunofluorescence of epithelial and immune cells in esophageal tissue was performed with an anti-cytokeratin primary antibody (1:200; Dako #ZO0622), an anti-EPX antibody, or a biotinylated anti-EPX antibody (kind gifts from Elizabeth Jacobsen, Mayo Clinic Arizona, Scottsdale, AZ). Alexa Fluor 488-labeled goat anti-rabbit IgG (1:500, Jackson Immuno Research, #111-546-144) was used as the secondary antibody. In parallel, sections were processed in the absence of primary antibodies as negative controls. The sections were then mounted with Vectashield (containing DAPI) (Vector Laboratories) and images were taken using an Olympus IX73 fluorescence microscope (Olympus), connected to a Hamamatsu ORCA-ER digital camera (Hamamatsu Photonics K.K., Japan). Images were processed with an Olympus CellSens 1.17 imaging software (Olympus). ImageJ was used for the analysis. Only image contrast and brightness were adjusted.

### Primary Esophageal Epithelial Cells

Human primary esophageal epithelial cells (#H-6046) were acquired from CellBiologics (Chicago). Cells were cultivated in flasks precoated with a 0.1% gelatin solution as previously described.^53^ Human epithelial cell medium (CellBiologics #H6621) supplemented with 5% fetal bovine serum, 1% antibiotic-antimycotic solution, 0.1% hydrocortisone, and 0.1% epidermal growth factor was used to grow the cells at 37°C and 5% CO_2_ in a humidified atmosphere. Before experimental treatment, cells were seeded in 6-well plates and on reaching 80%–90% confluency, starved for 4–24 hours in human epithelial cell medium without fetal bovine serum or supplements. After the starvation period, cells were treated either with vehicle, MGL inhibitors JZL 184 and MJN 110 (both Cayman Chemical), or recombinant human IL-13 (BioLegend, San Diego) for 24 hours. Following the incubation period, supernatants were collected, centrifuged to remove potential cell debris, and stored at -80°C until analysis. Cells were collected using TRIzol and stored at -80°C until RNA extraction.

### Eosinophil Isolation

Polymorphonuclear leukocyte preparations were isolated from healthy individuals by density gradient centrifugation (Lympho Spin Medium, pluriSelect) as previously described.^53^ First, platelet-rich plasma was removed via centrifugation. Next, red blood cells and platelets were removed via dextran sedimentation, and polymorphonuclear leukocytes preparations were obtained via density gradient separation. Eosinophils were isolated from polymorphonuclear leukocytes via negative magnetic selection using an Eosinophil Isolation Kit (Miltenyi Biotec, Bergisch Gladbach, Germany). Eosinophil purity was determined by morphologic analysis of Kimura-stained cells, and was typically greater than 97%.

### Shape Change Assay

The eosinophil shape change assay following supernatant incubation was performed as described previously,^56^ where shape change was determined as the increase in the forward scatter (FSC) property of the cell. Approximately 5 × 10^4^ of isolated eosinophils per sample were suspended in assay buffer containing Ca^2+^ and Mg^2+^, preincubated with epithelial cell supernatants at a ratio of 1:3 (30 minutes, RT), and then stimulated (4 minutes, 37°C) with human eotaxin-1 (CCL11). Afterward, cells were transferred onto ice, and ice-cold fixative solution was added to terminate the reaction and maintain the change in cell shape until analysis. The samples were analyzed on a FACS Canto II flow cytometer (Becton Dickinson, Mountain View, CA), where shape change was determined as the increase in the forward scatter (FSC) property of the cell, and was normalized to the unstimulated vehicle control.

### Migration Assay

Purified human eosinophils were pretreated with either vehicle or CB_2_ inverse agonist SR 144528 (10 μM, 30 minutes, RT), and they were allowed to migrate to the epithelial cell supernatants or 2-AG at different concentrations in an HTS Transwell 96-well plate with a 5-μm pore size polycarbonate membrane (1 hour, 37°C).^56^

Mouse splenocytes were isolated from the spleen of WT C57BL/6J and CB_2_ KO mice by meshing tissue through a 40-μm strainer. Isolated splenocytes were lysed of red blood cells (eBiosience #00433357) and counted. Afterward, cells were stained with surface FC Panel 1 (Supplementary Table 1). After staining, cells were washed and resuspended in assay buffer. 2 x 10^5^ cells per sample were added to each well of a HTS Transwell 96-well system with a 3-μm pore size. Different concentrations of the specific CB_2_ agonist JWH-133 (10 nM–1 μM), or of 2-AG (10 nM–1 μM, Cayman Chemicals #62160) were added to the bottom compartment. The cells were left to migrate for 2–4 hours at 37°C and 5% CO_2_. After migration, cells were fixed and transferred to 1.1 ml Micro Tubes (Bioquote, York, UK, #TN0946-01B) for measuring.

Human eosinophils that had migrated to the lower compartment were counted for 1 minute by flow cytometric counting on a FACS Canto II (Becton Dickinson).^57^ Mouse splenocytes that migrated to the lower compartment were counted for 1 minute by a BD LSR Fortessa flow cytometer. Mouse eosinophils were identified as viable, single, CD45^+^, CD3^-^, Siglec-F^+^, and high SSC cells.

The number of migrated cells was determined by flow cytometry, and the chemotactic index was calculated as the fold change of migrated cells compared with the vehicle control (no chemoattractant). In the case of migration toward epithelial cell supernatants, the number of migrated cells was normalized to vehicle-treated epithelial cell supernatant.

### RNA Extraction and Reverse Transcription Quantitative Polymerase Chain Reaction

Mouse esophageal tissue and epithelial cell samples were stored at -80°C until RNA extraction with TRIzol (Invitrogen by Thermo Fisher Science #11596018) was performed. Samples were treated with a DNA-free DNA Removal Kit (Invitrogen). The quality and concentration of RNA were determined using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific). Reverse transcription of purified RNA was performed using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Gene expression was assessed by reverse transcription-quantitative polymerase chain reaction using SsoAdvanced Universal SYBR Green Supermix (Bio-Rad). Primers were acquired from Eurofins (Supplementary Table 5) and Bio-Rad (for human MGL, IL-33, COX-2, and HPRT).

### Single-Cell Suspensions and Flow Cytometric Phenotyping of Immune Cells

Weighed mouse esophagi (minimum 15 mg of weight) were cut into small pieces and then digested with DNase I (160 U/mL; Worthington) and collagenase (4.5 U/mL; Worthington) for 20 minutes at 37°C, while rotating at 750 rpm as described previously.^53^ After that, the tissue was passed through a 40-μm strainer. Samples were then resuspended in staining buffer (phosphate-buffered saline + 2% fetal bovine serum), washed with phosphate-buffered saline, and used for surface and antigen staining. Immediately after digestion, 20 μL of counting beads (Precision Count Beads, BioLegend) were added to each sample.

To exclude dead cells, single-cell suspensions from tissue or splenocytes were initially incubated for 20 minutes in Fixable Viability Dye eFluor 780 (eBioscience) in phosphate-buffered saline at 4°C in the dark. Before staining, the single cell suspensions were incubated in 1 μg anti-mouse or anti-human TruStain FcX (BioLegend, #422304 or #101320, RRID: AB 1574975) for 10 minutes. Immunostaining was performed for 30 minutes at 4°C (protected from light) using a premixed antibody panel (Supplementary Tables 1, 3, and 6). Cells were washed and fixed in eBioscience IC Fixation Buffer (Thermo Fisher Scientific, #00-8222-49) for 10 minutes at 4°C. Cells were finally washed and resuspended in staining buffer to be acquired on a BD LSR Fortessa flow cytometer with FACSDiva software (BD Biosciences) within 3 days of the experiment. FlowJo software (Treestar) was used for analysis and compensation. Fluorescence minus-1-samples were used to define the gates of cell populations and activation markers (see gating strategy in Figures 6*A* and 7*E*).

### Multiplex Enzyme-Linked Immunosorbent Assay

Cytokine concentrations in snap-frozen pieces of extracted esophagi from WT and MGL KO mice were evaluated using the custom ProcartaPlex immunoassay (eBioscience) according to the manufacturer’s specifications. Fluorescent signals were quantified with the Bio-Plex 200 multiplex suspension array system equipped with Luminex xMAP technology combined with the Bio-Plex 5.0 software (Bio-Rad, Hercules) as described previously.^56^

### RNAseq

RNA was isolated from frozen mouse esophagus tissues of WT and MGL KO mice and analyzed using GENEWIZ (Azenta Life Sciences). rRNA was removed by PolyA selection. The total RNA was sequenced on an Illumina NovaSeq (6000 and the X Plus), and 20 million reads per sample were acquired. Quality control was performed with fastqc (0.11.9), adapter trimming with Cutadapt and sequences were aligned using STAR (2.7.10b) against the mouse reference genome (GRCm39). Subsequent differential gene expression analysis was done in RStudio 4.1.3 using the edgeR package (version 3.36.0) and pathway enrichment analysis was performed using pathfindR (version 2.3.1). All RNAseq data analysis was done in RStudio (version 4.4.1). For differential expression testing, edgeR (version 2.4.0) was used, the data normalized and the exact test was performed. The volcano plot was generated with R package ggplot2. RNAseq data are deposited at GEO database, accession number GSE282590.

### Statistical Analysis

Data are presented as means + standard error of means unless otherwise indicated. Statistical analyses for experiments was performed using GraphPad Prism 10.0.3 (GraphPad Software). Differences between 2 experimental groups were evaluated using unpaired or paired Student *t*-tests, whereas differences between multiple experimental groups were assessed using 1-way or 2-way analysis of variance. In all cases, a *P* < .05 was considered significant. Publicly available total transcriptome data were acquired from EGID Express https://egidexpress.research.cchmc.org/data/ (accessed on August, 2024).

# Supplementary material for: The Endocannabinoid System Drives Eosinophil Infiltration During Eosinophilic Esophagitis
**Source:** Cell Mol Gastroenterol Hepatol. 2025 Apr 11;19(8):101515. doi: 10.1016/j.jcmgh.2025.101515
**Supplement:** Supplementary Material

## Supplementary Tables

**Supplementary Table 1:** FC Panel 1 for in vitro migration of splenocytes.

| Antibody       | Dilution | Clone    | Company     | Catalogue # | RRID        |
|----------------|----------|----------|-------------|-------------|-------------|
| FVD ef780      | 1:2000   | /        | eBioscience | 65-0865-18  | AB_2869673  |
| CD45-AF700     | 1:400    | 30-F11   | Biolegend   | 103128      | AB_493715   |
| CD3-BUV395     | 1:80     | 145-2C11 | BD          | 563565      | AB_2738278  |
| CD4-BUV496     | 1:160    | GK1      | BD          | 564667      | AB_2722549  |
| CD8-PerCPCy5.5 | 1:160    | 53-6.7   | Biolegend   | 100734      | AB_2075239  |
| Siglec-F-PE    | 1:80     | 1RNM44N  | BD          | 562068      | AB_10896143 |

**Supplementary Table 2:** Significantly differentially expressed genes between WT and MGL KO mouse esophagi.

| Gene      | logFC        | logCPM       | PValue      | fdr         |
|-----------|--------------|--------------|-------------|-------------|
| Kbtbd12   | -2,97151124  | 5,775166095  | 1,12228E-72 | 3,68657E-68 |
| Mgll      | 2,626324518  | 5,921551938  | 3,29023E-36 | 5,40404E-32 |
| Dusp1     | -1,74648655  | 6,689146416  | 7,813E-16   | 8,55497E-12 |
| Ccn1      | -1,534761112 | 4,310839018  | 4,76884E-12 | 3,91629E-08 |
| Myh3      | -2,040338462 | 4,586043239  | 3,63508E-10 | 2,38817E-06 |
| Slc25a25  | -1,211599144 | 4,613750251  | 1,96266E-09 | 1,07452E-05 |
| Fos       | -2,691813417 | 4,665791944  | 7,37887E-09 | 3,46269E-05 |
| Pmepal    | -0,919315465 | 5,5275946    | 1,58138E-08 | 6,49335E-05 |
| Serpina3n | 2,365373465  | 6,165125601  | 8,28436E-08 | 0,00030237  |
| Ccn2      | -1,503794836 | 5,463973797  | 3,55699E-07 | 0,001168436 |
| Gm21451   | 7,015076434  | -0,352704926 | 4,88507E-07 | 0,001458816 |
| Atcay     | 1,834740263  | 4,613529046  | 6,3151E-07  | 0,00162689  |
| Nfil3     | -1,767502802 | 3,750481727  | 6,43842E-07 | 0,00162689  |
| Cirbp     | 0,789443342  | 6,256987466  | 1,54354E-06 | 0,003621701 |
| Myl10     | -1,579082344 | 3,86044908   | 3,002E-06   | 0,006574175 |
| Epyc      | 2,270637044  | 1,321922644  | 4,99424E-06 | 0,010253491 |
| Dysf      | -0,915305831 | 7,309695157  | 6,70494E-06 | 0,012054808 |
| Ltf       | -9,481628753 | 7,504392307  | 6,97255E-06 | 0,012054808 |
| Tnfrsf12a | -1,039347495 | 4,682412283  | 6,77065E-06 | 0,012054808 |
| Plac9     | 1,623082656  | 6,312897816  | 1,18735E-05 | 0,019501679 |
| Lyl1      | 1,270873071  | 3,293959617  | 2,21637E-05 | 0,034669358 |
| Cebpd     | -1,116980282 | 5,165633312  | 2,74073E-05 | 0,04092286  |
| Cdkn1a    | -0,689994836 | 7,815606202  | 2,92452E-05 | 0,041768475 |
| Gadd45g   | -1,042177683 | 6,284387898  | 3,17969E-05 | 0,042925762 |
| Lrrc23    | -6,406982508 | 2,639979952  | 3,36744E-05 | 0,042925762 |
| Ttc21a    | -7,336450973 | 3,171060352  | 3,39758E-05 | 0,042925762 |
| Dio2      | -1,217120206 | 2,679939228  | 3,84092E-05 | 0,046729762 |

**Supplementary Table 3:** FC Panel 2 for eosinophil determination in single cell suspensions in mouse esophagi.

| Antibody         | Dilution | Clone    | Company     | Catalogue # | RRID        |
|------------------|----------|----------|-------------|-------------|-------------|
| FVD ef780        | 1:2000   | /        | eBioscience | 65-0865-18  | AB_2869673  |
| CD45-AF700       | 1:400    | 30-F11   | Biolegend   | 103128      | AB_493715   |
| CD3-PE-Cy7       | 1:50     | 145-2C11 | eBioscience | 25-0031-82  | AB_469572   |
| CD4-BUV496       | 1:160    | GK1      | BD          | 564667      | AB_2722549  |
| CD8-PerCPCy5.5   | 1:160    | 53-6.7   | Biolegend   | 100734      | AB_2075239  |
| Siglec-F-PE      | 1:80     | 1RNM44N  | BD          | 562068      | AB_10896143 |
| NKp46-BV510      | 1:20     | 29A1.4   | Biolegend   | 137623      | AB_2563290  |
| CD11b-BUV737     | 1:80     | M1/70    | BD          | 612801      | AB_2870128  |
| CD19-BV650       | 1:30     | 6D5      | Biolegend   | 115541      | AB_11204087 |
| Ly6G-PEDazzle594 | 1:166    | 1A8      | Biolegend   | 127648      | AB_2566319  |
| PD1-BV421        | 1:80     | 29F.1A12 | Biolegend   | 135221      | AB_2562568  |

**Supplementary Table 4:** Patient clinical characteristics. Data are represented as median and interquartile range or percentage when indicated.

|                          |                          | Controls      | Active EoE      | Inactive EoE         |
|--------------------------|--------------------------|---------------|-----------------|----------------------|
| <b>N</b>                 |                          | 11            | 12              | 4                    |
| <b>Age (y)</b>           |                          | 58<br>(52,69) | 45.5<br>(31,52) | 52.5<br>(47.8, 56.5) |
| <b>Gender male n (%)</b> |                          | 45            | 75              | 100                  |
| <b>Eosinophils / hpf</b> |                          | 0             | 27.5<br>(25,50) | 0                    |
| <b>Treatment (%)</b>     | PPI                      | 9             | /               | /                    |
|                          | Corticosteroid (topical) | /             | 33              | 100                  |
|                          | NSAID                    | 9             | /               | /                    |

**Supplementary Table 5:** Eurofin Genomics Primer sequences used for RT-qPCR.

| Species | Target | Sequence                              | Direction |
|---------|--------|---------------------------------------|-----------|
| human   | SPINK7 | 5'-GCTCAGAAGCTGCTAGTCTGT-3'           | fwd       |
|         |        | 5'-GCTCTCGGTACACAAGTGACA-3'           | rev       |
|         | POSTN  | 5'-AGATCCGTGAAGGTGGTTTG-3'            | fwd       |
|         |        | 5'-GTCCTTTGAGACGCTGGAAGG-3'           | rev       |
|         | DSG1   | 5'-ATGTCTGCAGAGAGCGAGTG-3'            | fwd       |
|         |        | 5'-CCAATTTCCCTCATTTCAG-3'             | rev       |
|         | IL-13  | 5'- GCAATGGCAGCATGGTATGG -3'          | fwd       |
|         |        | 5'- AAGGAATTTTACCCCTCCCTAACC-3'       | rev       |
| mouse   | IL-13  | 5'-AGA CCA GAC TTC CCT GTG CA-3'      | fwd       |
|         |        | 5'-TGG GTG CTG TAG ATG GCA TTG-3'     | rv        |
|         | CCL11  | 5'-AGA CCA GAC TCC CCT GTG CA-3'      | fwd       |
|         |        | 5'-TGG GTC CTG TAG AGT GCA TTG-3'     | rv        |
|         | HPRT   | 5'-TCA GTC AAC GGG GGA CAT AAA-3'     | fwd       |
|         |        | 5'-GGG GCT GTA CTG CTT AAC CAG-3'     | rv        |
|         | IL-5   | 5'-GCT GGC CTC AAA CTG GTA ATG TA-3'  | fwd       |
|         |        | 5'-GGC AAT GGT TGC AGT TGT GAT ACC-3' | rv        |
|         | GATA-3 | 5'-AAG AAA GGC ATG AAG GAC GC-3'      | fwd       |
|         |        | 5'-GTG TGC CCA TTT GGA CAT CA-3'      | rv        |
|         | CXCL-1 | 5'-CCA AAC CGA AGT CAT AGC CAC A-3'   | fwd       |
|         |        | 5'-GAG GTG CCA TCA GAG CAG TC-3'      | rv        |

**Supplementary Table 6:** FC Panel 3 for ILC2 determination in single cell suspensions in mouse esophagi.

| Antibody                          |         | Dilution | Clone    | Company     | Catalogue # | RRID       |
|-----------------------------------|---------|----------|----------|-------------|-------------|------------|
| FVD ef780                         |         | 1:2000   | /        | eBioscience | 65-0865-18  | AB_2869673 |
| CD45-BV785                        |         | 1:350    | 30-F11   | Biolegend   | 103149      | AB_2564590 |
| CD90.2 -eFluor450                 |         | 1:200    | 53-2.1   | eBioscience | 48-0902-82  | AB_1272200 |
| Ly-6A/E-BV711                     |         | 1:100    | D7       | BD          | 563992      | AB_2738529 |
| IL33R (ST2)-PE                    |         | 1:100    | U29-93   | BD          | 566312      | AB_2744490 |
| KLRG1-PErCP-Cy5.5                 |         | 1:100    | 2F1      | BD          | 563595      | AB_2738301 |
| Ter-119-PE-Cy7                    | Lineage | 1:75     | TER-119  | eBioscience | 25-5921-82  | AB_469661  |
| B220-PE-Cy7                       |         | 1:200    | RA3-6B2  | eBioscience | 25-0452-82  | AB_469627  |
| CD3-PE-Cy7                        |         | 1:100    | 145-2C11 | eBioscience | 25-0031-82  | AB_469572  |
| CD11c-PE-Cy7                      |         | 1:100    | HL3      | BD          | 558079      | AB_647251  |
| CD11b-PE-Cy7                      |         | 1:150    | M1/70    | eBioscience | 25-0112-82  | AB_469588  |
| CD19-PE-Cy7                       |         | 1:75     | 1D3      | eBioscience | 25-0193-82  | AB_657663  |
| Gr1-PE-Cy7                        |         | 1:200    | RB6-8C5  | eBioscience | 25-5931-82  | AB_469663  |
| Fc $\epsilon$ R1 $\alpha$ -PE-Cy7 |         | 1:100    | MAR-1    | eBioscience | 25-5898-82  | AB_2573493 |
| CD4-PE-Cy7                        |         | 1:200    | GK1.5    | eBioscience | 25-0041-82  | AB_469576  |
| CD8-PE-Cy7                        |         | 1:100    | 53-6.7   | BD          | 552877      | AB_394506  |
| NK1.1-PE-Cy7                      |         | 1:100    | PK136    | eBioscience | 25-5941-82  | AB_469665  |

How the deposited data were processed for this re-analysis (not part of the article)

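Esophagi of healthy mice were compared between 4 MGL KO and 4 WT libraries, taken from the sample labels, which give each group the replicate numbers 1 to 4. The authors removed rRNA by poly(A) selection, checked read quality, trimmed adapters with Cutadapt, aligned the reads to GRCm39 with STAR and deposited a count for each gene symbol and library. The deposited counts are whole numbers without normalization. The paper's text does not name the annotation, the counting tool or its use of strand. Every column of values belonged to a library of the study, and no symbol was repeated.

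Genes were kept by filterByExpr (edgeR 4.0.16 in R 4.3.3) at a minimum count of 10, which left 14864 of the 22721 symbols with a count and between 98.1% and 99.9% of the counts of each library. CPM were computed with library sizes summed over the kept genes and scaled by TMM factors, also for genes that were not kept. MGL KO was compared with WT by edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors of log2 fold changes were taken as the size of the log2 fold change divided by the square root of the test's F statistic. The paper's methods name edgeR's exact test, which was run as an alternative. Gene lists were tested with fry of limma 3.58.1 on voom values, for the 14 of 17 lists with at least 3 tested genes. The lists were immediate early genes, glucocorticoid response, clock output genes, clock genes of the opposite phase, eosinophils, type 2 inflammation, skeletal muscle, muscle regeneration, differentiated squamous epithelium, basal squamous epithelium, airway ciliated cells, airway secretory cells and glands, thyroid, cartilage, adipocytes, the endocannabinoid system and Y-linked genes. They were fixed in advance, and none of them holds a gene of Supplementary Table 2. Several share a theme with genes of that table, which was chosen on these libraries. Leaving those genes out does not make the p-values of such lists independent evidence. Log2 CPM in these lists used a prior count of 1.

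Gene positions were taken from GENCODE mouse release 39 on GRCm39, the build the paper names, where 30742 of the listed symbols (93.6%) were found. The 20 tested genes nearest to Mgll on each side were compared with all other tested genes by Fisher's exact test.

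The total count per library lay between 13479069 and 17090152, with a median of 16.2 M. At this depth, 3 counts, the limit that a count of 0 allows, equal between 0.167 and 0.271 normalized CPM, and this limit covers counting error only. The 10 genes with the most counts took between 9.97% and 18.1% of a library. No pair of libraries of a group was alike within sampling noise: the chi-square per degree of freedom over genes with at least 20 counts was 13.6 or more.

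Genes named in the text were Mgll, the genes the paper names for this experiment, the genes of Supplementary Table 2, the genes of the proteins in Figure 5C, Cnr1 and Cnr2, the genes of a reported list, and, among calls with all MGL KO libraries on one side of all WT libraries, up to 5 with the largest rise and 5 with the largest fall. The alternatives were the exact test with and without the filter, DESeq2 1.42.0, limma-voom with sample quality weights, a robust quasi-likelihood fit, RLE and upper quartile factors, library size alone, no filter, at least 10 counts in every library, the replicate number as a block, Y-linked or skeletal muscle expression as a covariate, other thresholds, camera in place of fry, and leaving out each library in turn. After the data were seen, 3 more were added, namely the exact test with library size alone on all listed genes, the exact test with common and then tagwise dispersions, and a correction for GC content and transcript length, for which 98.2% of the tested genes had values.

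The tests were tested on simulated data drawn for 14864 genes with the means, dispersions and library sizes of these libraries, with 200 genes changed by known amounts. The quasi-likelihood test recovered 64.5% of the changed genes, with 3.0% of its calls false. The exact test recovered 74.0% with 15.4% of its calls false, DESeq2 76.0% with 24.4% false, and limma-voom with quality weights 61.5% with 4.7% false. A list of 12 genes raised by 0.8 on the log2 scale gave a mean log2 fold change of 0.77 in fry. In the simulation, each gene was drawn independently of the others, and no library held other tissue. The simulated exact test was run on filtered genes, so its share of false calls does not describe the exact test on all genes with a count.

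The quantitative polymerase chain reaction, cytokine and flow cytometry measurements of Figure 5 were not analysed here.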

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

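The test of the immediate early genes after correction for GC content and length was added after the pattern was seen. Of 97 groups of 4 values compared for a library far from its group, 14 had one, where chance gives about 4.9.

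MGL KO replicate 4 stood apart in Ltf (1973 normalized CPM, others of its group at most 15.0), Lrrc23 (62.4, others at most 0.92) and Ttc21a (94.5, others at most 1.10). The tested airway ciliated genes averaged a log2 CPM of 5.65 in this library and at most 1.14 in the other MGL KO libraries. The sum of the 14 listed airway ciliated genes, of which 6 exceed 1 CPM in WT esophagi, was 1379 normalized CPM against 14.6 to 26.6 elsewhere. As a test of airway tissue as the source, the median airway ciliated gene was 53.6 times higher in MGL KO replicate 4 than in the highest other library. Abundant secretory transcripts rose with them, with Bpifa1 at 2568, Scgb1a1 at 2222 and Reg3g at 1295 normalized CPM in this library, all at most 18.9 in the others, while the cartilage genes Col2a1 and Acan stayed at or below 1.24. These values are in line with airway tissue in the piece taken for MGL KO replicate 4. The large fold changes of Ltf, Lrrc23 and Ttc21a may then reflect dissection. Without this library, the Ltf log2 fold change was still 2.98, with an adjusted p of 0.511 from edgeR's quasi-likelihood test. Over all alternatives, the adjusted p of Ltf ran from 0.000614 to 0.923, under 0.05 only in exact tests that kept this library. The other MGL KO libraries lay between 1.29 and 15.0 normalized CPM against at most 1.25 in WT, so an effect of MGL on Ltf stays open. Tnf was also highest in this library, at 2.64 normalized CPM against at most 0.43 in its group, from 47 counts or fewer, and the source of this difference was not tested.

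Immediate early genes outside Supplementary Table 2 were higher in MGL KO esophagi, with a mean log2 fold change of 0.61 over 16 genes, 14 of them higher. Glucocorticoid response genes rose by a mean of 0.55 over 9 genes, 8 of them higher. A trend on GC content or transcript length argues against itself as the whole cause of the first, since the immediate early list was still higher with that trend removed (mean log2 fold change 0.63, limma's fry, unadjusted p = 0.0184, adjusted p = 0.127). The unadjusted fry p of 0.0103 for the immediate early genes and 0.0213 for the glucocorticoid response genes is what a stress or handling response at dissection and a glucocorticoid or fasting response would give. Over the 14 lists, the adjusted p-values were 0.0747 and 0.0993, so neither list passed the correction. Both lists share a theme with genes of Supplementary Table 2 and were tested on the same libraries, so they are no independent evidence. Without MGL KO replicate 1, the mean log2 fold change of the immediate early genes was 0.45 with an adjusted fry p of 0.0224. Over all alternatives, their adjusted p ranged from 2.04e-08, from camera's preset correlation on all libraries, to 0.225. Without WT replicate 4, which had the highest glucocorticoid response of its group (mean log2 CPM 6.88, others at most 6.32), the mean log2 fold change of that list was 0.70 with an adjusted fry p of 0.0191. Over all alternatives, its adjusted p ranged from 4.01e-06, from camera's preset correlation on all libraries, to 0.45. Cebpd, itself a glucocorticoid-responsive gene, was also highest in WT replicate 4 of its group (41.9 normalized CPM, others at most 21.4). An effect of the absence of MGL on stress signaling, which the design names, stays open beside these, as untested.

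Clock output genes fell by a mean log2 fold change of -0.69 in MGL KO esophagi, all 9 being lower, and clock genes of the opposite phase rose by a mean of 0.73, all 4 being higher. The lists moved apart as a difference in the time of day at dissection would give, and the list of the opposite phase had an unadjusted fry p of 0.0107 (adjusted p = 0.0747). For clock output genes, the unadjusted p was 0.0646 (adjusted p = 0.226). In MGL KO replicate 1, the genes of the opposite phase were low (mean log2 CPM 4.75, others of its group at least 5.26), near the WT libraries, which lay between 4.05 and 4.69. Without MGL KO replicate 1, the list of the opposite phase rose by 0.88 with an adjusted fry p of 0.0232. Over all alternatives, its adjusted p ranged from 5.74e-05, from camera's preset correlation on all libraries, to 0.225. A difference in dissection time is thus a candidate explanation for Cirbp and Nfil3, which belong to neither list, while an effect of MGL on the clock was not tested. The paper's text does not give the time of dissection.

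Other libraries lay far from their group in fewer results. Fos was low in WT replicate 1 (5.30 normalized CPM, others at least 9.52), and Lyl1 was high in MGL KO replicate 3 (5.80, others at most 5.50). For Lyl1, the others lay close together, from 5.45 to 5.50 normalized CPM. In MGL KO replicate 3, 3 counts equal 0.185 normalized CPM, so only a few counts set it apart. WT replicate 3 stood apart in 3 results, with high Atcay (52.4 normalized CPM, others at most 27.9), high Cirbp (98.7, others at most 91.0) and low basal squamous epithelial genes (mean log2 CPM 8.15, others at least 8.64). Il33 was low in MGL KO replicate 2 (6.23 normalized CPM, others at least 14.0), where the differentiated (mean log2 CPM 4.53, others at least 6.71) and basal squamous lists (7.89, others at least 8.57) were also the lowest of the group. Low Il33 and low squamous expression thus went together in that library. The share of epithelium in the libraries was not tested as an explanation for these values, nor was any biological one.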

How the results depend on the processing

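The GC and length correction and 2 exact tests were chosen after the data were seen. The count of 7 genes differing between MGL KO and WT was unchanged with RLE or upper quartile factors and with at least 10 counts in every library, and was 6 with library size alone or with a log2 fold change beyond 1. It rose to 25 with limma-voom and quality weights, 29 with the skeletal muscle covariate, 42 in the exact test on all genes with a count, 64 in the exact test on filtered genes and 133 with DESeq2. Among the added settings, the exact test gave 27 genes with library size alone on all listed genes and 169 with common and then tagwise dispersions. It dropped to 2 in the robust fit, without a filter, with an adjusted p under 0.01 and with the GC and length correction, and to 3 with the Y-linked covariate. Fits that left out 1 library each gave 2 to 5 genes. The cause was not tested, except that a stricter threshold reduces the count by construction. Leaving out a library need not do so. In those quasi-likelihood fits, between 888 and 1447 genes had an unadjusted p under 0.05, against 1285 with all libraries. All 7 genes were also called by the 4 exact tests, DESeq2, limma-voom with quality weights, the fit with the skeletal muscle covariate, and RLE and upper quartile factors, whereas the fit with at least 10 counts in every library shared 6 and that with library size alone shared 4 of them. In the fit without a filter, more genes were tested. Of the 7 calls, 42.9% were higher in MGL KO, against 83.3% with library size alone, which moved the median gene by -0.05 on the log2 scale.

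Of the genes of Supplementary Table 2, 7 passed the threshold. The number was 14 with limma-voom and quality weights, 17 with the skeletal muscle covariate, 20 in the exact test with library size alone, 23 in the exact test on all genes with a count and with DESeq2, 24 in the exact test on filtered genes and also with common and then tagwise dispersions, 3 with the Y-linked covariate and 2 in the robust fit, without a filter and with the GC and length correction. It was 2 to 5 with 1 library left out. The cause was not tested. All table genes tested kept their direction in every setting.

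The replicate numbers were used as a replicate block in 1 fit, which called 2 genes, both in Supplementary Table 2 (Mgll and Kbtbd12), and 0 gene lists. The deviations of same-numbered libraries from their group means correlated across 14864 genes at -0.14, -0.28, -0.14 and 0.08, so no pairing by number was seen. Differences in tissue between single libraries enter these deviations and could hide a pairing, so the correlations do not exclude it.

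Of the neighbours of Mgll, 1 passed the threshold (Kbtbd12), and 2 passed in the exact test on all genes with a count and in that with common and then tagwise dispersions, the second being Vmn1r51, named after its values were seen. Vmn1r51 was not among the 40 neighbours of the main fit, where genes were filtered, so it could not pass there. The cause was not tested. None of the Figure 5C cytokine genes passed in any setting, with 0 calls and 1 gene at an unadjusted p under 0.05 in the quasi-likelihood test.

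No gene list passed an adjusted p of 0.05 under fry, where 3 lists had an unadjusted p under 0.05. With the preset correlation of camera, 5 lists passed (immediate early, glucocorticoid response, both clock lists and airway ciliated cells), none of which held under fry or under camera's estimated correlation. Leaving out 1 library gave 0 to 2 lists. The cause was not tested.

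The Il1b log2 fold change was 0.02 and reversed to -0.53 with limma-voom and quality weights, -0.0061 with upper quartile factors, -0.0097 in the exact test with library size alone, -0.17 with the replicate number as a block, -0.22 with the Y-linked covariate and -0.19 with the skeletal muscle covariate, and lay between -0.95 and 0.70 with 1 library left out. The low counts of Il1b limit this value. Lists near 0 also reversed, namely cartilage to -0.0674 with library size alone, the endocannabinoid system to -0.0255 with at least 10 counts in every library, and Y-linked genes to 0.0102 with the GC and length correction. With 1 library left out, the mean log2 fold change ran from -0.33 to 0.0551 for skeletal muscle, -0.002 to 0.23 for muscle regeneration, -0.79 to 0.38 for differentiated and -0.22 to 0.11 for basal squamous epithelium, -0.17 to 0.16 for cartilage and -0.0462 to 1.21 for adipocytes. The cause was not tested. Over 44 gene and list results in all settings that kept every library, 102 changes were to a call and 27 from a call.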

Differences from the paper's values

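For the number of genes with an adjusted p under 0.05, the value here was 7 and the paper's is 27. Among the alternatives set before the data were examined, limma-voom with quality weights (25 genes) and the skeletal muscle covariate (29 genes) came within 1.5 times of the paper's 27, whereas the exact test on all genes with a count (42), the exact test on filtered genes (64), DESeq2 (133), the robust fit (2), RLE factors (7), library size alone (6), upper quartile factors (7), no filter (2), at least 10 counts in every library (7), the replicate number as a block (2), the Y-linked covariate (3), the stricter thresholds (6 and 2) and the fits without 1 library (2 to 5) did not. The exact test with library size alone on all listed genes, chosen after seeing the values, gave 27 genes, 20 of them in Supplementary Table 2. With common and then tagwise dispersions, also chosen after seeing the values, the exact test gave 169 genes.

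The paper lists Dysf and Fos among the up-regulated genes that reach significance. Both were higher in MGL KO esophagi here, with adjusted p-values of 0.278 for Dysf and 0.238 for Fos in edgeR's quasi-likelihood test. Each was called by the 4 exact tests and DESeq2, and Dysf also by limma-voom with quality weights and with the skeletal muscle covariate.

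Of the paper's 27 genes, 20 were not called here. In the exact test on all genes with a count, all of the 27 but Cdkn1a, Lrrc23, Lyl1 and Ttc21a were called, and in the exact test on filtered genes all but Cdkn1a, Lrrc23 and Ttc21a. DESeq2 called all but Gm21451, Lrrc23, Ltf and Ttc21a. With limma-voom and quality weights, Ccn2, Dysf, Gm21451, Myh3, Pmepa1, Slc25a25 and Tnfrsf12a were called in addition to the 7 genes called here. With the skeletal muscle covariate, Atcay, Ccn2, Cdkn1a, Dysf, Gadd45g, Myh3, Nfil3, Pmepa1, Slc25a25 and Tnfrsf12a were called in addition. Library size alone added Myh3 and Pmepa1, at least 10 counts in every library added Myh3, and the fits without 1 library added Nfil3 (without MGL KO replicate 1), Pmepa1 (without MGL KO replicate 2), and Cebpd and Slc25a25 (without WT replicate 4). Of the settings chosen after seeing the values, the exact test with library size alone called all but Cdkn1a, Cebpd, Dio2, Lrrc23, Ltf, Lyl1 and Ttc21a, and that with common and then tagwise dispersions all but Cdkn1a, Dio2 and Lyl1, including Lrrc23 and Ttc21a.

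The fold changes of Supplementary Table 2 are WT over MGL KO. On that scale, the log2 fold changes of Mgll were 2.57 here and the paper's 2.63, and those of Kbtbd12 -3.04 here and the paper's -2.97, within the standard errors.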

Other observations

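The tests of the flanking sequence around Mgll, of the averages in Supplementary Table 2 and of muscle by the covariate were chosen after the result was seen.

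Of the 35 splits of the 8 libraries into 4 and 4, 1 gave 7 or more genes in the quasi-likelihood test, the split into MGL KO and WT, and 1 of the 35 splits, again the real one, gave as many genes as the 42 of the exact test on all genes with a count. The highest other split had 1 gene in the quasi-likelihood test and 17 in the exact test. A difference in sex between the groups argues against itself as the source of these genes, since the group means of Y-linked expression differed by -0.005621 on the log2 scale and the Y-linked genes Ddx3y and Eif2s3y were at 68.8 normalized CPM or more in all 8 libraries. The Y-linked list had a mean log2 fold change of -0.05 (limma's fry, adjusted p = 0.947). Xist, a transcript of the inactive X chromosome in females, was at 6.23 normalized CPM in MGL KO replicate 2 and at most 0.787 in the other libraries, and the source of this difference was not tested.

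Genes around Mgll differed between the groups more often than genes elsewhere. Among the 40 tested genes nearest to Mgll, which span chromosome 6 of GRCm39 from 87081728 to 91465446, 11 (27.5%) had an unadjusted p under 0.05, against 8.59% of the other genes tested (two-sided Fisher's exact test, p = 0.000423), and 10 of the 39 without Kbtbd12 did (p = 0.00138). Genes side by side are not independent, so windows of 40 tested genes elsewhere were counted as well. Only 1 of 354, or 0.2825%, held as many, and the median window held 3. The count of 11 depended on the setting. Each fit counted the 40 nearest genes that it tested, so settings with another gene filter counted partly other genes. It was 7 with the replicate number as a block and without WT replicate 2. The lowest count was 4, in the exact test with library size alone on all listed genes. The highest was 15, without MGL KO replicate 3. Fisher's test and the windows refer to the main fit. The signs were mixed, with Abtb1 (log2 fold change -0.44), Nup210 (-0.47) and Tpra1 (-0.41) lower and Klf15 (0.38) and Chchd4 (0.51) higher, and apart from Kbtbd12, 0 of them had an adjusted p under 0.05. These values are consistent with sequence of a donor strain around the targeted gene that stayed linked to it, which may alter expression or the alignment of reads there. The genes other than Kbtbd12 and Mgll were picked after their values were seen.

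For Kbtbd12 itself, the count of 0 other neighbours past the adjusted threshold leaves the targeted region as the cause open, because an effect of the targeted allele on 1 gene needs no other neighbour, and counts per gene do not show where the reads lie. An effect of the absence of the enzyme and one of the altered locus cannot be told apart for Kbtbd12 in these libraries. For Dysf, 4.64 Mb from Mgll, flanking sequence cannot be told apart from an effect of MGL either. Apart from Dysf and the 40 genes nearest to Mgll, 10 of the 93 tested genes within 10 Mb (10.8%) had an unadjusted p under 0.05 against 8.57% of the genes farther away or on other chromosomes (two-sided Fisher's exact test, p = 0.4546), and in every MGL KO library the genotype and the region go together.

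Dysf, Myh3 and Myl10, which are expressed in muscle, were higher in MGL KO esophagi. With skeletal muscle expression as a covariate, the Dysf log2 fold change was 1.07 (adjusted p = 0.004207 from edgeR's quasi-likelihood test) and the Myh3 log2 fold change was 2.22 (adjusted p = 0.0035), which argues against a different share of skeletal muscle as the whole cause of their rise. Over all alternatives, the adjusted p ran from 0.00213 to 0.869 for Dysf and from 4.27e-10 to 0.556 for Myh3. The Myl10 log2 fold change was 1.74 with an adjusted p of 0.0909 under the covariate (0.0018 to 0.769 over the alternatives). Without the covariate, the Myl10 log2 fold change was 1.64, so the covariate did not lower it and gave no sign of a different share of muscle as its cause. In the quasi-likelihood test, Myl10 passed the threshold neither with nor without the covariate, so its rise itself stays uncertain. The skeletal muscle list decides nothing here, with 6 of 14 genes higher and a mean log2 fold change of -0.13 (limma's fry, adjusted p = 0.947), which was 0.06 without MGL KO replicate 4. The muscle regeneration list had a mean log2 fold change of 0.10 (limma's fry, adjusted p = 0.947).

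The average log2 CPM printed in Supplementary Table 2 differs from that of the 8 libraries. In the exact test with library size alone on all listed genes, which was chosen after the values were seen, the log2 fold changes differed from the paper's by at most 0.0017, while the averages differed by up to 0.58. The paper's average is 5.92 for Mgll and 5.78 for Kbtbd12, where these libraries give 5.59 and 6.19. A different weight of the MGL KO group against the WT group argues against itself, since over 23 genes the weight that gives the paper's average ran from 0.316 to 0.5342. Unequal weights of single libraries were not tested. A candidate explanation is that other libraries entered that calculation, and this could not be tested.

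Among the genes of the proteins in Figure 5C, the RNA of Il13, Tnf and Il1b was low. Il13 had at most 1 count in any library. Tnf was at 0.78 ± 1.25 normalized CPM (SD, n = 4) in MGL KO and 0.38 ± 0.39 in WT esophagi, and Il1b at 2.20 ± 2.27 and 2.16 ± 1.89. Ccl11, the gene of eotaxin, was at 12.9 ± 3.82 normalized CPM in MGL KO and 19.3 ± 3.95 in WT, and Il33 at 12.1 ± 3.92 and 15.7 ± 5.39, with adjusted p-values from edgeR's quasi-likelihood test of 0.575 and 0.755. The cannabinoid receptor genes Cnr1 (2.77 ± 0.88 in MGL KO, 3.78 ± 0.47 in WT) and Cnr2 (1.22 ± 0.55 and 0.73 ± 0.69) had adjusted p-values of 0.665 and 0.744 from the same test.

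Eosinophil transcripts were near or under the detection limit in these whole-tissue libraries. Epx had 0 counts in all 8 libraries, Prg2 at most 4 and Ccr3 at most 4 counts, and only 2 of the 10 listed genes passed the filter (mean log2 fold change 0.81), too few for a test. That mean rested on single libraries and was 0.17 without MGL KO replicate 4 and 0.09 without WT replicate 3. A difference in eosinophil number was not detectable from these genes at this depth.

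The other lists gave no difference past the threshold. Mean log2 fold changes were -0.29 for type 2 inflammation, 1.41 for airway ciliated cells, -0.32 for differentiated and -0.09 for basal squamous epithelium, 0.0036 for cartilage, 0.59 for adipocytes and 0.20 for the endocannabinoid system, with adjusted p-values from limma's fry between 0.941 and 0.954. With fewer than 3 genes tested, airway secretory cells and glands had a mean of 2.79 and thyroid one of 0.66. Single libraries moved several of these means. Without MGL KO replicate 4, the mean was 0.03 for airway ciliated cells, 1.00 for airway secretory cells and glands, 0.10 for adipocytes and 0.02 for the endocannabinoid system. Without WT replicate 1, it was 1.17 for thyroid and -0.12 for type 2 inflammation. Without WT replicate 3, the thyroid mean was 0.39. With at least 10 counts in every library, 1 gene was left in the thyroid list, at -0.60. The list of airway secretory cells and glands also kept 1 gene there, at 0.02.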
